# Radiation dose-rate effects on gene expression for human biodosimetry

**DOI:** 10.1186/s12920-015-0097-x

**Published:** 2015-05-12

**Authors:** Shanaz A. Ghandhi, Lubomir B. Smilenov, Carl D. Elliston, Mashkura Chowdhury, Sally A. Amundson

**Keywords:** Low dose-rate effects, Radiation biodosimetry, Prediction

## Abstract

**Background:**

The effects of dose-rate and its implications on radiation biodosimetry methods are not well studied in the context of large-scale radiological scenarios. There are significant health risks to individuals exposed to an acute dose, but a realistic scenario would include exposure to both high and low dose-rates, from both external and internal radioactivity. It is important therefore, to understand the biological response to prolonged exposure; and further, discover biomarkers that can be used to estimate damage from low-dose rate exposures and propose appropriate clinical treatment.

**Methods:**

We irradiated human whole blood *ex vivo* to three doses, 0.56 Gy, 2.23 Gy and 4.45 Gy, using two dose rates: acute, 1.03 Gy/min and a low dose-rate, 3.1 mGy/min. After 24 h, we isolated RNA from blood cells and these were hybridized to Agilent Whole Human genome microarrays. We validated the microarray results using qRT-PCR.

**Results:**

Microarray results showed that there were 454 significantly differentially expressed genes after prolonged exposure to all doses. After acute exposure, 598 genes were differentially expressed in response to all doses. Gene ontology terms enriched in both sets of genes were related to immune processes and B-cell mediated immunity. Genes responding to acute exposure were also enriched in functions related to natural killer cell activation and cell-to-cell signaling. As expected, the p53 pathway was found to be significantly enriched at all doses and by both dose-rates of radiation. A support vectors machine classifier was able to distinguish between dose-rates with 100 % accuracy using leave-one-out cross-validation.

**Conclusions:**

In this study we found that low dose-rate exposure can result in distinctive gene expression patterns compared with acute exposures. We were able to successfully distinguish low dose-rate exposed samples from acute dose exposed samples at 24 h, using a gene expression-based classifier. These genes are candidates for further testing as markers to classify exposure based on dose-rate.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12920-015-0097-x) contains supplementary material, which is available to authorized users.

## Background

To optimize biodosimetry methods for estimating radiation exposure after a large-scale radiological event, all likely radiation qualities, modes of exposure and exposure times should be considered while designing assays that will be useful for triage [1]. It is important to determine whether an individual received a dose by a lower dose-rate, which can be from both internal and external sources of radiation, and which may pose a moderate health risk as compared with a single acute dose. Low dose-rates of exposure may also confound the estimation of total dose if dosimetry assays are not tailored to distinguish dose-rate effects [2].

There have been many studies addressing the development of a gene expression-based signature for estimation of dose, in peripheral blood irradiated *ex vivo* [3–6], in blood from total body irradiated (TBI) patients [7–9], isolated human monocytes [10], CD4+ lymphocytes [11], skin from biopsies [12, 13], and cell lines from humans [14–16]; and a few that address effects of similar doses delivered over a period of hours or days in cell lines [15, 16], but little is known about the gene expression response of human blood to low dose-rates (LDR). Development of a gene signature in blood that is able to discriminate between irradiated samples without a matching pre-exposure sample has been shown to be a powerful tool in biodosimetry assay development [3], and the goal of this study was to use a similar approach and identify genes that would discriminate between both dose and dose-rates. There are *in vivo* studies on transcriptomic changes in radiation workers; and also changes induced by internal emitters in mice, that have determined dose and dose-rate effects in organs and blood [17–23]. These studies have revealed that gene expression differences can be detected after prolonged exposure times.

In the study presented in this paper, exposure of human blood *ex vivo* to LDR and acute irradiation gave a robust gene expression response as measured by microarrays and validated by qRT-PCR. We identified genes that responded uniquely to LDR and not to acute doses. Class prediction by dose-rate successfully identified samples as LDR-exposed or acute. This is an important first step towards developing and further refining gene-expression based assays that can be used to determine the contribution of dose-rate to overall dose.

## Methods

### Irradiation and culture of blood

We collected blood from healthy volunteers (5 females and 3 males) between the ages of 26 and 59 years, with informed consent in compliance with the Columbia University Institutional Review Board (protocol approval number IRB-AAAF2671). 27 mL of blood from each donor was collected into Sodium Citrate tubes (Becton Dickinson, New Jersey, catalog# 366415) and mixed well. Blood was diluted in equal volumes of RPMI solution (supplemented with 10 % heat-inactivated fetal bovine serum and 1 % penicillin streptomycin) prior to irradiations in 50 mL Tube Spin® Bioreactor 50 tubes (TPP, Switzerland), which are optimized for culture incubation and gas exchange.

All irradiations were performed in an X-Rad 320 Biological Irradiator (Precision X-Ray, North Branford CT). This device provides a system for precise delivery of radiation doses to specimens in a self-contained, shielded cabinet, and features an adjustable shelf, exchangeable beam hardening filters, and a programmable control panel that allows tube current ranging from 0.1 to 12.5 mA at its maximum. To achieve the lowest possible dose-rate using this device, we designed and built a custom Thoraeus filter (1.25 mm Sn, 0.25 mm Cu, 1.5 mm Al). This filter provides a dose rate of ~4 Gy/day at the maximum SSD (source-to-surface distance), and a dose rate of ~1Gy/min, an acceptable “acute” dose rate, at 40 cm SSD. This custom beam filter was designed to enable both acute and low dose rate irradiations to be performed using the same quality of x rays, while changing only the mA and SSD.

The protracted irradiations of blood samples also required the maintenance of a tissue culture environment, with control of temperature, humidity, and carbon dioxide content. Commercially available incubators were deemed unsuitable, due to the large amounts of metal in their construction. We did not want any metal in the x-ray beam because the increased scatter would affect dose homogeneity. We therefore, created an all plastic incubator (Fig. 1) capable of incubating blood in 50 ml conical tubes, angled to maintain a higher surface area to volume ratio for efficient gas exchange, and to keep the blood within a 20 cm diameter target area in order to minimize planar dose variation. The samples were rotated at a speed of three rotations per hour to further minimize any dose inhomogeneity. Temperature was controlled through solid state heaters on a feedback loop attached to carbon fiber walls to distribute the heat evenly. This setting maintained a temperature of 37 °C (±0.5 °C) for 24 h. The CO_2_ concentration and humidity were maintained by perfusing the incubator at a rate of 1.7 l/min with a gas mix (5 % CO_2_ and 95 % air) that was humidified using a bubble humidifier and monitored directly by numeric readouts from a GMP70 Hand-held CO_2_ meter (Vaisala, Finland). The temperature was also monitored directly by the readout of the solid-state heater controller. Temperature and relative humidity were also recorded using a data-logger (EL-USB-2-LCD, Lascar Electronics, Inc., Erie, PA). For irradiations, the incubator was placed in the X-ray machine and the incubation parameters were allowed to stabilize before blood samples (in 50 ml tubes) were placed in the sample holders.

**Fig. 1:**
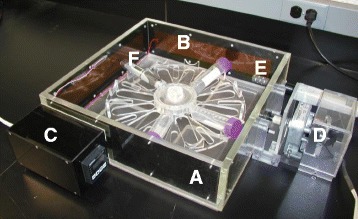
Custom incubator for low-dose *ex vivo* blood irradiations, consisting of (**a**) Incubator chamber containing the rotating sample platform; (**b**) Heating elements attached to the chamber walls; (**c**). Temperature controller; (**d**) Turntable motor; (**e**) CO_2_ and humidity monitor; and (**f**) Temperature and humidity logger. The sample platform completes three rotations per hour to provide dose homogeneity. The lid that seals this chamber during use is removed in this image

Acute exposures were performed at a dose rate of 1.03 Gy/min x rays at a machine setting of 320 keV/12.5 mA. The samples were exposed to doses of 0.56 Gy, 2.23 Gy and 4.45 Gy and then returned to the cell culture incubator at 37 °C, 5 % CO_2_ for the rest of the 24 h incubation. For low dose-rate exposures, blood samples were exposed to 0.56 Gy (3 h at 3.1 mGy/min, followed by 21 h in a standard incubator), 2.23 Gy (12 h at 3.1 mGy/min, followed by 12 h in a standard incubator), and 4.45 Gy (24 h at 3.1 mGy/min). RNA was isolated from all samples at 24 h after the start of exposure. All irradiated samples were compared with a matching sham-irradiated control sample from the same donor.

### Microarray analyses

RNA was isolated 24 h after the start of exposure following the recommended protocol for the PerfectPure RNA kit from 5Prime (Gaithersburg, MD). Globin transcripts were reduced using the Ambion GLOBINclear-Human kit (Life Technologies, Grand Island, NY, catalog# AM1980). RNA yields were quantified using the NanoDrop ND1000 Spectrophotometer (Thermo Scientific) and RNA quality was checked using the 2100 Bioanalyzer (Agilent Technologies). RNA used for microarray hybridization had an RNA Integrity Number of >8.5.

Cyanine-3 (Cy3) labeled cRNA was prepared with the One-Color Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions. Dye incorporation and cRNA yield were verified with the NanoDrop ND1000 Spectrophotometer; 1.6 microgram of cRNA, >9 pmol Cy3 per microgram cRNA was fragmented and hybridized (17 h with rotation at 65 °C) to Agilent Whole Human Genome Microarrays 4X44K v2 (G4112F), and then washed using the Gene Expression Hybridization Kit and GE Wash Buffers as recommended by Agilent. Slides were then scanned with the Agilent DNA Microarray Scanner (G2505B), and the images were analyzed (Agilent Feature Extraction Software ver. 10.7) with default parameters for background correction and flagging non-uniform features.

Background-corrected hybridization intensities were imported into BRB-ArrayTools, Version 4.2.1 [24] log2-transformed and median normalized; after normalization the distribution of signals remained uniform across all arrays. Non-uniform outliers or features not significantly above background intensity in 25 % or more of the hybridizations were filtered out. A further filter requiring a minimum 1.4 fold change in at least 20 % of the hybridizations was then applied to remove genes with no variation across the dataset, with >10,000 genes remaining which is optimal for data analyses; probes were also averaged to one probe per gene and duplicate genes were reduced by selecting the one with maximum signal intensity, yielding a final set of 12,073 features that were used for subsequent analyses. The microarray data is available through the Gene Expression Omnibus with accession number GSE65292.

RNA samples from five donors (3 male and 2 female to mitigate against the possibility of sex-specific bias in results [25, 26] were hybridized. A total of 35 RNA samples were hybridized in this study. Class comparison analyses were conducted using BRB-ArrayTools to identify genes that were differentially expressed between classes using a random-variance *t*-test [27]. Genes with *p*-values less than 0.001 were considered statistically significant. The false discovery rate (FDR) was also estimated for each gene using the method of Benjamini and Hochberg [28], to control for false positives.

### Quantitative RT-PCR

The High-Capacity cDNA Archive Kit (Life Technologies, Foster City, CA) was used to prepare cDNA from total RNA from three of the female donors not used in the microarray hybridization experiments. Quantitative real-time RT-PCR (qRT-PCR) was performed for selected genes using Taqman assays (Life Technologies) on a Low Density array (384-well microfluidic card), to confirm microarray experiment findings for selected genes. The 48 genes and corresponding assays are listed in Additional file 1. In gene expression validation studies, 400 ng cDNA was used as input for PCR. Quantitative real time PCR reactions were performed with the ABI 7900 Real Time PCR System using Universal PCR Master Mix (Life Technologies), with initial activation at 50 °C for 120 s and 94.5 °C for 10 min, followed by 40 cycles of 97 °C for 30 s and 59.7 °C for 60 s. Relative fold-change was calculated by the ΔΔC_T_ method, using SDS version 2.3 (Thermofisher). Data were normalized to *RPLPO* gene expression levels. We used Genorm [29] to assess the stability of the housekeeping genes included on the Low Density array panels, and *RPLPO* gene expression was found to be most stable in our data. *RPLPO* was therefore used to normalize the qRT-PCR data.

### Gene Ontology and pathway analyses

Lists of genes significantly over- or under-expressed relative to controls were imported separately into the PANTHER database (version 9.0, release 2014-01-24) to identify enriched biological themes and gene ontology (GO) terms using the statistical overrepresentation test, GO-Slim Biological Processes, Molecular Functions and Pathways [30]. Benjamini corrected *p*- values <0.05 were considered significant.

### Class prediction analysis

Gene sets for class prediction were determined using BRB-ArrayTools Class Predictions, which provide various options for classifier prediction and cross-validation. Predictions used a cut off significance p-value of 0.0001 (for dose-rate and irradiation classification) and 0.001 (for dose classification) between classes to determine the classifier gene set. Support Vector Machines [31] was used for classification of samples between two categories, and Diagonal Linear Discriminant Analysis, which avoids complex models with excessive parameters in order to avoid over fitting data without loss of performance [32] was used for classifications with more than two categories. The algorithms tested the classifier gene set for accuracy and sensitivity and specificity [24] and we used the Leave-one-out cross-validation method to compute mis-classification rates.

## Results

### Microarray results

We analyzed gene expression changes using the BRB-ArrayTools Class comparison tool for paired analyses between classes and the results of significantly differentially expressed genes (*p* <0.001) are summarized in Table 1. 

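Blood from 5 donors was studied under 7 conditions: 0 Gy, and 0.56, 2.23 and 4.45 Gy delivered as an acute exposure or at low dose rate (LDR). RNA was collected 24 h after the start of exposure and hybridized to 35 one-colour Agilent whole genome arrays, 1 array for each donor and condition (n = 5 per condition). Each array carried 43118 spots of 34127 different probes, besides control spots. The arrays lay on 9 slides scanned on 3 days. The authors deposited the scanner output, in which each spot has an intensity after the background correction of Agilent Feature Extraction 10.7.3.1, without normalization between arrays. Between 64.5% and 74.9% of the spots of an array were well above background, with a median of 70.2%. The medians of the 7 conditions lay between 69.8% and 70.9%. No spot was saturated on any array, and the number of arrays limits the precision.
The log2 intensities were median normalized against a reference array, and probes flagged as non-uniform or not significantly above background on 25% or more of the arrays were removed, as in the methods of the paper. The methods' filter on low variation then removed probes for which fewer than 20% of the arrays differed at least 1.4-fold from the probe's median. Of the 25828 probes past the filter on flags, 13712 remained, and for each of 12027 genes the probe with the highest mean signal was tested. Each comparison was fitted with limma to the 10 arrays of its own pair of conditions, with the donor as a block. Genes with p below 0.001 were counted as differentially expressed, the threshold of the methods, and counts at a Benjamini-Hochberg adjusted p below 0.05 are given beside them. About 12 genes would pass the former threshold by chance in each comparison. All comparisons with 0 Gy share the same 5 control arrays.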

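At 4.45 Gy, 247 genes were differentially expressed after LDR exposure and 432 after acute exposure, as calculated with limma from the deposited intensities. Of these, 177 were up regulated and 70 down regulated after LDR, and 270 were up regulated and 162 down regulated after acute exposure. At 2.23 Gy, 133 genes changed after LDR exposure (89 up, 44 down) and 135 after acute exposure (111 up, 24 down). At 0.56 Gy, 50 genes changed after LDR exposure (42 up, 8 down) and 54 after acute exposure (50 up, 4 down). EDA2R was not well above background on any of the 5 arrays of 0 Gy, so its change has only a bound: it was at least 9.02-fold, 18.3-fold and 20.8-fold higher from the lowest LDR dose to the highest, against the lowest signal of probes well above background, and higher in 5 of 5 donors each time (limma, adjusted p = 0.0016, 0.000458 and 0.000212). Under normexp correction or with all probes its log2 fold changes were as low as 1.83, 2.17 and 2.73, below these bounds. As a ratio, the number at LDR 4.45 Gy moved most with all 35 arrays fitted together, to 971 genes. At acute 4.45 Gy it moved most with the slide as a second block, to 40 genes. All 35 arrays fitted together gave 971 genes there as well. With 1 donor left out, the number ranged from 107 (without replicate 5) to 168 for LDR 4.45 Gy and from 222 (without replicate 2) to 330 for acute 4.45 Gy.

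**Figure D1:**
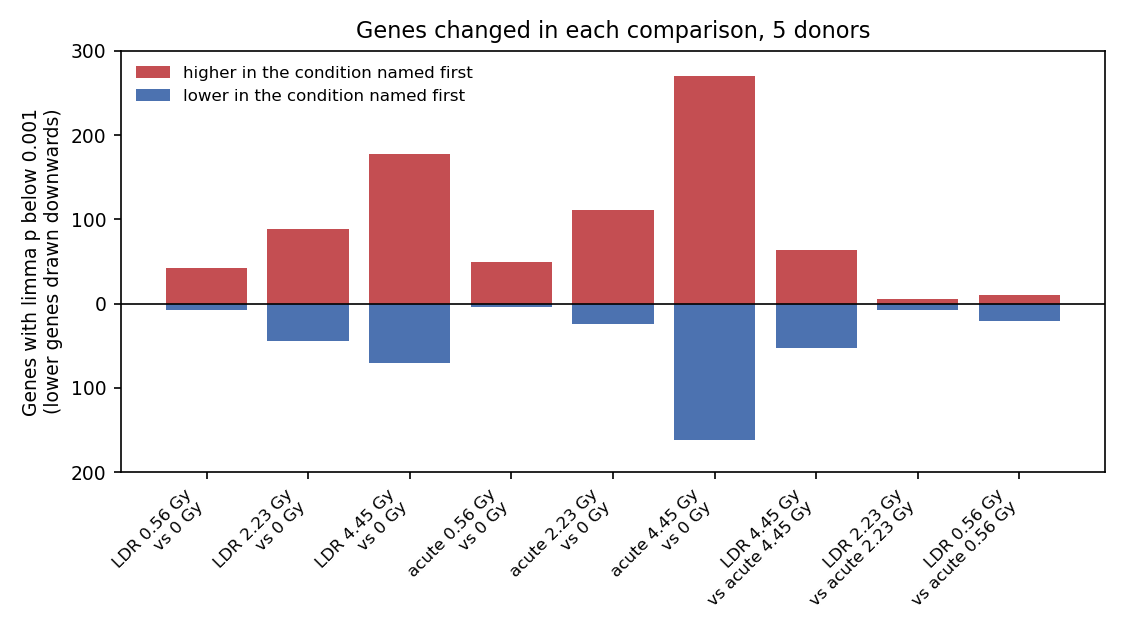
Number of genes past p below 0.001 in each comparison (vertical axis), up regulated above 0 and down regulated below 0, for the 3 doses by LDR or acute exposure against 0 Gy and for LDR against acute exposure at the same dose. The counts against 0 Gy were highest at 4.45 Gy, with 247 genes after LDR and 432 after acute exposure.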

We found the broadest changes and highest number of genes affected at 4.45 Gy by both dose-rates (354 genes changed after LDR 4.45 Gy exposure and 565 genes changed after acute 4.45 Gy exposures at 24 h); Additional file 2 contains details of gene expression changes summarized in Table 1. 

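Of the 141 genes changed at LDR 0.56 or 2.23 Gy, 93 were also changed at LDR 4.45 Gy, a share of 66.0%. For acute exposure, 127 of 140 genes (90.7%) changed at the lower doses were changed at 4.45 Gy as well. Because the 3 doses of a dose rate share the 0 Gy arrays, some overlap occurs without any effect. In 100 simulations of unchanged groups that shared these controls, the median share was 0%, and the highest was 50.0% for LDR and 25.0% for acute exposure. Both shares depended on the setting: the LDR share was 44.4% with normexp correction of the raw spot signal, and the acute share was 52.6% with the slide as a block.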

An intersection of the differentially expressed genes at each dose (Additional file 3) indicated that the set of differentially expressed genes after 4.45 Gy included most of the genes changed at lower doses.

**Table 1:** Summary of genes differentially changed (*p* <0.001) in various class comparisons

Class comparison	Number of genes significantly changed	False discovery rate	Number of up regulated genes	Number of down regulated genes
**LDR 4 Gy vs 0 Gy**	354	0.03	236	118
**Acute 4 Gy vs 0 Gy**	565	0.02	354	211
**LDR 2 Gy vs 0 Gy**	213	0.06	134	79
**Acute 2 Gy vs 0 Gy**	205	0.06	150	55
**LDR 0.5 Gy vs 0 Gy**	71	0.16	49	22
**Acute 0.5 Gy vs 0 Gy**	65	0.18	55	10
**LDR 4 Gy vs Acute 4 Gy**	243	0.10	116	127

We performed gene ontology analyses on the sets of differentially expressed genes. Among the sets of genes responding to 0.56 or 2.23 Gy at low dose rate, PANTHER GO-slim analysis reveal only one significantly affected function after LDR 0.56 Gy exposure, DNA repair (with a p-value of 3.7 X10^-2^). 

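The 5 genes that the paper lists under DNA repair were XPC, DDB2, POLH, GADD45A and PCNA, and each was higher in 5 of 5 donors after LDR 0.56 Gy than at 0 Gy. The log2 fold change was 0.96 ± 0.29 for XPC, 1.90 ± 0.05 for DDB2, 0.82 ± 0.28 for POLH, 1.10 ± 0.34 for GADD45A and 1.22 ± 0.42 for PCNA (mean ± SD of the donors' differences, n = 5). In the test of single genes, DDB2 had an adjusted p of 0.00389 (limma), and the adjusted p of the other 4 genes lay between 0.114 and 0.273. POLH was not past the threshold of the methods, with an unadjusted p of 0.00125, and passed it under 75th percentile scaling and quantile normalization, among other settings. As a set, the 5 genes had a median log2 fold change of 1.10. Before the filter on low variation and adjusted over the list alone, 5 of the 5 genes had an adjusted p below 0.05 (limma), and 1 of them adjusted over all genes. The study chose these genes on the same samples, so the former count is not independent evidence, and for the same reason no set test is given for them.
The probes lay on hg19 at chromosome 3 from 14187441 to 14187500 for XPC, chromosome 11 from 47260623 to 47260682 for DDB2, chromosome 6 from 43588198 to 43588257 for POLH, chromosome 1 from 68153371 to 68153430 for GADD45A and chromosome 20 from 5095957 to 5096102 for PCNA.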

Genes in this category were *XPC*, *DDB2*, *POLH*, *GADD45A* and *PCNA*, all of which are sensitive radiation response genes.

The genes responding to the 4.45 Gy dose at both dose rates showed additional significantly enriched biological processes. A comparison of significantly enriched biological terms and the genes belonging to each category are shown in Table 2. Cellular processes, immune processes, B cell mediated immunity and cell communication were common biological functions affected by both low-dose rate and acute exposure. 

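A list of 19 genes of B cells was lower at 4.45 Gy at both dose rates. Its median log2 fold change was -0.55 after LDR exposure, with 18 of 19 genes lower, and -0.87 after acute exposure, with 19 of 19 lower. The sets were tested on 20654 genes before the filter on low variation, with Benjamini-Hochberg adjustment over all lists and comparisons and with camera at a preset inter-gene correlation of 0.01. The set tests gave adjusted p of 3.54e-08 (camera) and 0.016 (fry) for LDR and 2.15e-18 and 0.00268 for acute exposure; with an estimated correlation, neither adjusted p of camera was below 0.05 (0.165 and 0.129). Past p below 0.001 were 3 of the genes after LDR and 8 after acute exposure, and without the filter on low variation 3 and 11. Without the filter and adjusted over the list alone, 11 and 17 genes passed 0.05 (limma), and adjusted over all genes 3 and 14. In the direct comparison, all 19 genes were higher after LDR 4.45 Gy than after acute 4.45 Gy, with a median of 0.38. The adjusted p was 1.26e-07 (camera) and 0.00481 (fry). Across the settings this median ranged from 0.29 to 0.43, and under at least 1 of them the difference was not past 0.05.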

Unique to the low dose-rate response genes, was the pyrimidine nucleobase metabolic process (*p*-value 2.7 × 10^-2^) with genes involved in DNA editing. 

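Of a list of cytidine deaminases, which act in DNA editing and pyrimidine metabolism, 8 genes could be tested. After LDR exposure their median log2 fold change was 0.34 at 0.56 Gy, 0.48 at 2.23 Gy and 0.59 at 4.45 Gy, and after acute exposure 0.34, 0.49 and 0.62. At 4.45 Gy, 7 of the 8 genes were higher at either dose rate, with an adjusted p of 3.06e-05 by camera and 0.00274 by fry for LDR, and 1.19e-06 and 0.000182 for acute exposure; with an estimated correlation the adjusted p of camera was 0.134 and 0.106. Adjusted over the list alone, 6 genes passed 0.05 (limma) at each dose rate, and adjusted over all genes 3 after LDR and 5 after acute exposure. The difference between LDR and acute 4.45 Gy was -0.06 and was not past the threshold (adjusted p = 0.444 by camera and 0.595 by fry). The largest members were APOBEC3H, APOBEC3F and APOBEC3C, with 3.96, 1.20 and 1.15 after LDR 4.45 Gy.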

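The list of natural killer (NK) cell genes held 17 genes, and all 17 were lower at 4.45 Gy than at 0 Gy at either dose rate. The median log2 fold change was -0.56 after LDR exposure (adjusted p = 8.93e-12 by camera and 0.0146 by fry) and -1.06 after acute exposure (1.33e-17 and 0.00487). Under an estimated correlation, camera's adjusted p was 0.165 for LDR and 0.153 for acute exposure. After LDR, 4 of the genes had p below 0.001, and 8 did after acute exposure, or 4 and 9 without the filter on low variation. Without it, the number of genes past 0.05 adjusted over the list alone was 10 after LDR and 16 after acute exposure, and adjusted over all genes 4 and 12 (limma). Compared directly at 4.45 Gy, the 17 genes were all higher after LDR than after acute exposure, with a median of 0.48. This difference passed 0.05 by camera (adjusted p = 1.79e-07) and not by fry (adjusted p = 0.0823).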

After acute 4.45 Gy exposures, biological processes affected included natural killer cell activation (*p*-value 6.7 × 10^-5^) and other cell signaling processes (*p*-value 1.3 × 10^-2^), not observed after LDR. GO-slim molecular functions revealed that receptor activity and binding were significantly affected by both LDR 4.45 Gy (*p*-value 2.2 × 10^-3^) and acute 4.45 Gy (*p*-value 1.8 × 10^-11^) doses, with an additional molecular function category of chemokines (*p*-value 1.3 × 10^-2^) significant only after acute exposure, not observed after LDR.

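Among the chemokine genes of the list, 24 could be tested after LDR 4.45 Gy and 23 after acute 4.45 Gy. Their median log2 fold change from 0 Gy was 0.33 with 17 genes higher after LDR, and 0.32 with 15 genes higher after acute exposure. Neither set test passed 0.05 after adjustment, with values of 0.176 (camera) and 0.574 (fry) for LDR and 0.242 and 0.0877 for acute exposure. Adjusted over the list alone, 3 chemokine genes passed 0.05 after LDR and 14 after acute exposure, and adjusted over all genes 1 and 5 (limma). The members moved both ways, from -0.88 to 2.06 after LDR and from -1.25 to 1.94 after acute exposure. LDR and acute exposure differed by a median of -0.01 (adjusted p = 0.969 by fry). The sign of this last median changed under several settings.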

**Table 2:** Biological process enrichment analysis using PANTHER

PANTHER GO-Slim Biological Process	LDR 4 Gy	LDR 4 Gy	Acute 4 Gy	Acute 4 Gy
	genes	*p*-value	genes	*p*-value
**Cellular process**	110	2.65E-04	199	5.98E-13
**Cell communication**	68	1.11E-03	112	1.45E-06
**Immune system process**	43	2.24E-03	78	9.19E-09
**Pyrimidine nucleobase metabolic process**	6	2.73E-02		NS^a^
**B cell mediated immunity**	11	4.10E-02	21	6.01E-06
**Response to stimulus**	38	4.66E-02	72	3.77E-07
**Immune response**		NS^a^	41	3.08E-08
**Natural killer cell activation**		NS^a^	13	6.69E-05
**Developmental process**		NS^a^	93	6.11E-04
**Cell-cell signaling**		NS^a^	35	1.31E-02

^a^ *NS* not significant

### Comparison of low-dose rate and acute exposure

We also directly compared the gene expression response to 24-hour continuous LDR exposure with that of the acute exposure at 4.45 Gy (Table 1). There were 243 genes differentially expressed when comparing the two different exposure rates, with a moderate range of fold change between 0.3 and 3.9. 

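In the direct comparison calculated from the deposited intensities, 117 genes differed between LDR 4.45 Gy and acute 4.45 Gy at p below 0.001. Of these, 64 were higher and 53 lower after LDR, with fold changes between 0.313 and 4.92. At an adjusted p below 0.05 there were 0 genes with limma, and 2452 genes had an unadjusted p below 0.05. At p below 0.001, the fit without the donor as a block gave the smallest number among the planned settings, 8 genes. All 35 arrays fitted together gave the largest, 541. Without the filter on low variation there were 220 genes. Normexp correction gave 199, with 81 higher and 118 lower after LDR. With 1 donor left out, between 36 (without replicate 4) and 96 (without replicate 1) genes passed. Among the genes past p below 0.001 with the largest changes, LOC283454, SELENOP (named SEPP1 on the array), A2M and HRK had log2 differences of 2.30, 1.96, 1.95 and 1.80. EFCAB10 was not well above background on any array of acute 4.45 Gy and was at least 1.86-fold higher after LDR. LOC283454 and HRK were well above it on 2 of the 5 acute arrays and SELENOP on 4. Each of these 5 genes was higher after LDR in 5 of 5 donors. Their adjusted p lay between 0.0836 and 0.0899 (limma). Under normexp correction the differences of EFCAB10, HRK and LOC283454 were 0.14, 0.73 and 1.03, and EFCAB10 was no longer past 0.001. Each of the 5 had an unadjusted p above 0.001 under at least 1 setting, and the highest values were 0.381 for EFCAB10, 0.101 for SELENOP, 0.0980 for A2M, 0.0027 for HRK and 0.0011 for LOC283454 (limma).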

Gene ontology analysis of these 243 genes revealed enrichment of two processes: glycolysis (*p*-value 3.74 × 10^-4^) and monosaccharide metabolic process (*p*-value 2.5 × 10^-3^). 

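A list of 18 genes of glycolysis had a median log2 difference of -0.61 between LDR 4.45 Gy and acute 4.45 Gy, with 16 of the 18 genes lower after LDR. The adjusted p was 3.36e-10 by camera and 0.00802 by fry. Under an estimated correlation camera gave an unadjusted p of 0.0476 and an adjusted p of 0.172. Without the filter on low variation, 12 of the 18 genes passed 0.05 adjusted over the list alone and 0 adjusted over all genes (limma), and 9 had an unadjusted p below 0.001, against 4 with the filter. The members ranged from -1.25 to 0.20. With the slide and the donor together in a fit of all 35 arrays, an alternative chosen after the data were seen, the median difference was -0.34. The LDR samples were kept in another incubator during exposure than the acute samples, so that dose rate and incubator cannot be told apart in these arrays.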

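LDHA, GAPDH, PFKP, ENO1 and HK2 were lower after LDR 4.45 Gy than after acute 4.45 Gy in 5 of 5 donors each. The log2 difference was -0.79 ± 0.27 for LDHA, -0.63 ± 0.08 for GAPDH, -1.25 ± 0.29 for PFKP, -0.90 ± 0.25 for ENO1 and -1.02 ± 0.36 for HK2 (mean ± SD of the donors' differences, n = 5). LDHA had an unadjusted p of 0.00119 in the limma fit, and the other 4 genes had p between 9.73e-05 and 0.000966. No gene of the 5 passed 0.05 after adjustment, with adjusted p from 0.0836 to 0.101 (limma). In comparison with 0 Gy, LDR 4.45 Gy lowered the 5 genes by log2 fold changes from -1.31 for PFKP to -0.53 for GAPDH, whereas acute 4.45 Gy changed them by -0.07 to 0.38. With the slide in a fit of all 35 arrays, GAPDH, ENO1 and HK2 were no longer past p below 0.001, at -0.32, -0.42 and -0.75. With any 1 donor left out, PFKP stayed past this threshold, and GAPDH, ENO1 and HK2 did not in 4 or 5 of the 5 fits. Their probes lay on hg19 at chromosome 11 from 18428789 to 18428848 (LDHA), chromosome 12 from 6646918 to 6646977 (GAPDH), chromosome 10 from 3178781 to 3178840 (PFKP), chromosome 1 from 8924054 to 8924113 (ENO1) and chromosome 2 from 75120331 to 75120390 (HK2).

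**Figure D2:**
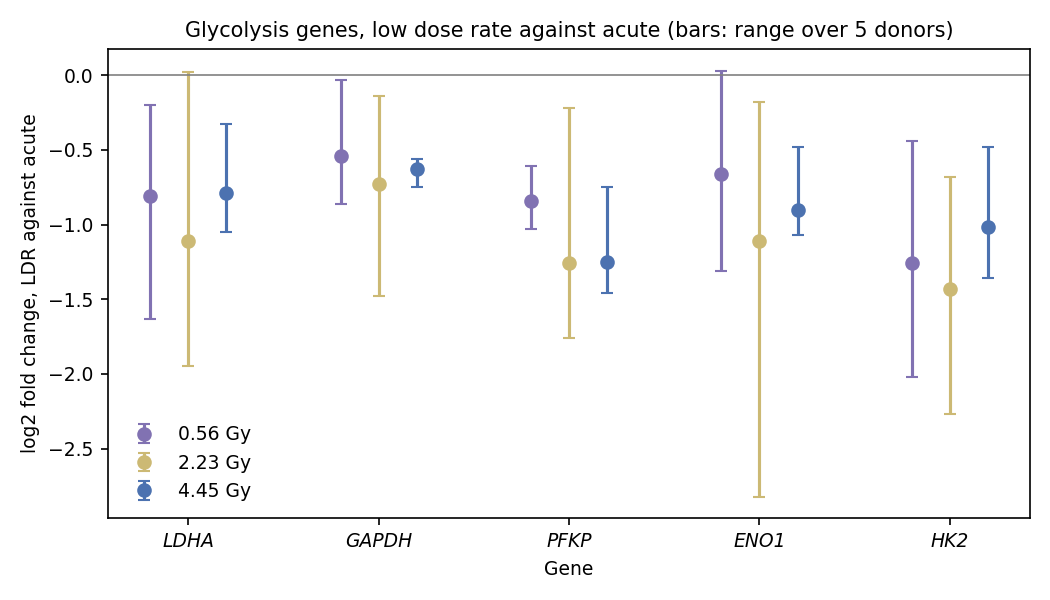
Log2 difference between LDR and acute exposure at 0.56, 2.23 and 4.45 Gy for LDHA, GAPDH, PFKP, ENO1 and HK2. Each point is the mean of a gene at a dose, and the bars give the range over 5 donors. At 4.45 Gy the values of all 5 donors lie below 0 for each gene.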

Genes included in these two categories were members of the glycolysis pathway (lactate dehyrogenase A, *LDHA*; glyceraldehyde 3-phosphate dehydrogenase, *GAPDH*; 6-phospho-fructokinase type C, *PKFP*; enolase 1, *ENO1*; and hexokinase 2, *HK2*), all of which were expressed at lower levels in cells exposed to the protracted dose.

### Validation of gene expression by quantitative PCR

We validated gene expression changes from microarrays using real time qRT-PCR in independent biological replicates. These samples were true independent biological replicates representing different donors from those used in the microarray hybridizations. We chose genes that were in common between all doses and dose-rates and are also known radiation response genes [3]. Fold changes by qRT-PCR agreed well with our microarray measurements and data are shown for both 4.45 Gy exposed groups (Fig. 2). 

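Additional file 4 lists the paper's qRT-PCR fold changes for 36 genes, and all 36 were measured on the arrays. The qRT-PCR values come from donors other than those of the arrays and were taken as the paper gives them. Across these genes the array and qRT-PCR log2 fold changes at LDR 4.45 Gy had a Pearson correlation of 0.90 and a Spearman correlation of 0.89, and 35 of 36 genes had the same direction. At acute 4.45 Gy the correlations were 0.93 and 0.90, and 34 of 36 genes had the same direction. The correlations are across genes, which are not independent replicates. Each had a permutation p of 1e-05, the smallest that 100000 permutations can give, and an adjusted value of 1e-05 over the 6 conditions tested. The change was larger by qRT-PCR than on the array for 15 genes at LDR 4.45 Gy and for 25 genes at acute 4.45 Gy. The Pearson correlation was lowest under normexp correction, at 0.84 for LDR and 0.87 for acute exposure. From these fold changes, the paper concludes that qRT-PCR and microarray measurements agreed well.

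**Figure D3:**
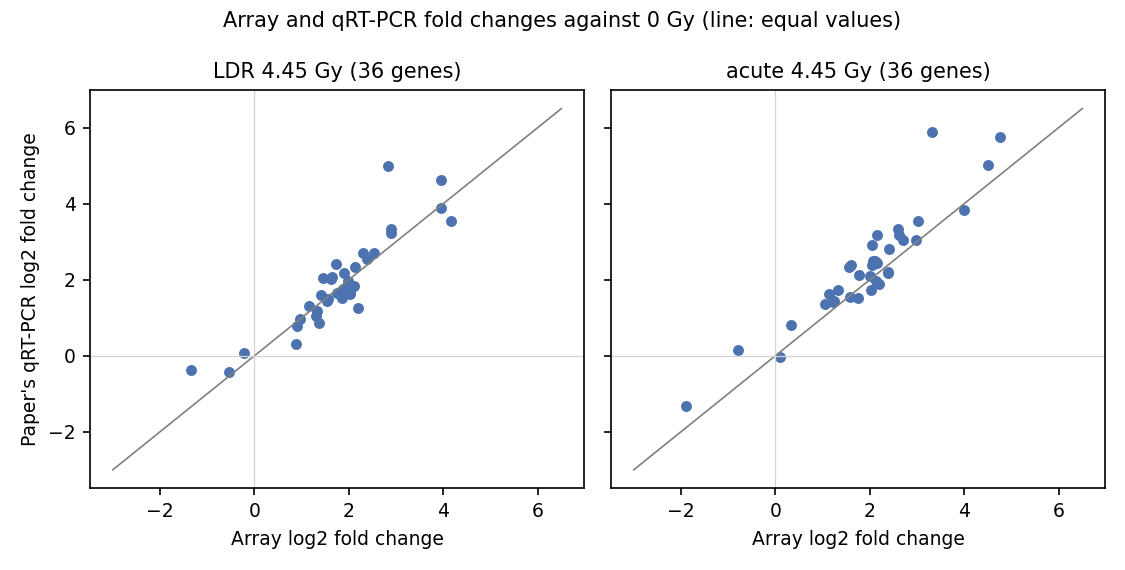
Log2 fold change by qRT-PCR (vertical axis, the paper's values) against the array (horizontal axis) for 36 genes after LDR 4.45 Gy (left) and acute 4.45 Gy (right), 1 point per gene, with the line of equal values. The Pearson correlation across genes was 0.90 for LDR and 0.93 for acute exposure.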

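At the lower doses, the Pearson correlation across the 36 genes between array and qRT-PCR log2 fold changes was 0.85 at LDR 0.56 Gy, 0.82 at LDR 2.23 Gy, 0.88 at acute 0.56 Gy and 0.93 at acute 2.23 Gy. The Spearman correlations were 0.90, 0.89, 0.92 and 0.93. The same direction was found for 36 genes at LDR 0.56 Gy, 34 at LDR 2.23 Gy, 34 at acute 0.56 Gy and 35 at acute 2.23 Gy. The median log2 fold change of the 36 genes at LDR 0.56 Gy was 1.01 on the array and 1.48 by qRT-PCR, and at acute 0.56 Gy 1.13 and 1.33.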

We also validated gene expression levels for the lower doses (2.23 Gy and 0.56 Gy) and these data along with the 4.45 Gy results, mean and SEM, are included in Additional file 4.

**Fig. 2:**
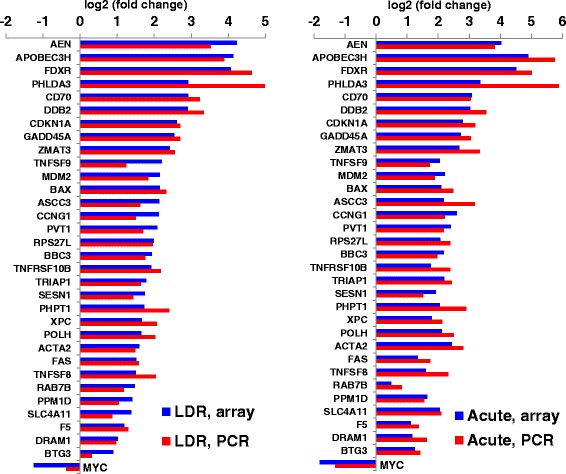
Validation of microarray results by qRT-PCR. Shown here are log_2_ (fold changes) of genes that were determined to be differentially regulated by the 4.45 Gy dose by both dose-rates. The graph on the left shows the mean log_2_ (fold change) after LDR 4.45 Gy; and the graph on the right is the mean of log_2_ (fold change) after Acute 4.45 Gy exposure. All microarray (blue bars, five biological replicates) and qRT-PCR (red-bars, three biological replicates) results are average fold-change from paired analyses; SEM values for all data are included in Additional file 4

### Gene expression patterns

We searched for gene expression patterns that were in common between LDR and acute dose-rates and also those that showed differences that could distinguish samples that received a dose by a lower dose-rate. We identified more than 20 genes that showed a similar pattern of response where the dose rate appeared not to affect the changes. 

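A gene was counted as independent of the dose rate when it had p below 0.001 against 0 Gy at both LDR and acute 4.45 Gy, changed in the same direction, and had an unadjusted p above 0.05 between the dose rates. By this rule, 84 genes showed a similar response, 62 up regulated and 22 down regulated. The rule sets no limit on the size of a difference, so a real difference can be missed. FDXR was among these genes, with 3.96 after LDR and 4.51 after acute exposure. Of all the genes changed at both dose rates, with or without a difference between them, there were 132, and 132 had the same direction. In simulations of unchanged groups with shared controls, the median of that overlap was 0 genes and the highest was 2. Without the donor as a block, the overlap was 67 genes. With 1 donor left out, the number of genes with a similar response was lowest at 40 and highest at 60.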

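AEN rose by a log2 fold change of 4.16 ± 0.50 after LDR 4.45 Gy and 4.00 ± 0.32 after acute 4.45 Gy (mean ± SD of the donors' differences, n = 5), with adjusted p of 0.000929 and 0.00023 (limma). The difference between the dose rates was 0.15, with an unadjusted p of 0.458. CDKN1A rose by 2.30 ± 1.20 (adjusted p = 0.0484, limma) and by 2.62 ± 0.83 (adjusted p = 0.0082, limma). Its p at LDR 4.45 Gy lay close to the threshold of the methods and was past it no longer under 75th percentile scaling, among other settings. CDKN1A was lower after LDR than after acute exposure in 5 of 5 donors, by a mean of -0.32, which was not past 0.05 (unadjusted p = 0.101). MYC fell by 1.35 after LDR and by 1.89 after acute exposure on the log2 scale, and E2F5 by 0.85 and 1.51. The adjusted p was 0.0428 and 0.0072 for MYC and 0.149 and 0.0109 for E2F5 (limma). Both genes were less reduced after LDR in 5 of 5 donors, by 0.54 for MYC and 0.66 for E2F5, with unadjusted p of 0.0114 and 0.00481 and adjusted p of 0.154 and 0.121 (limma). The probes lay on hg19 at chromosome 15 from 89174900 to 89174959 (AEN), chromosome 6 from 36652178 to 36652237 (CDKN1A), chromosome 8 from 128753268 to 128753327 (MYC) and chromosome 8 from 86126199 to 86126258 (E2F5).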

There were both up regulated and down regulated genes that belonged to this group and genes showing this characteristic behavior, *AEN* and *CDKN1A* (up in LDR and acute) and *MYC* and *E2F5* (down in both LDR and acute), are shown in Fig. 3a and b, respectively. The other pattern of interest was genes that only appeared to respond to LDR and not to acute dose. 

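Genes were counted as responding to LDR only when p was below 0.001 both for LDR 4.45 Gy against 0 Gy and for LDR against acute 4.45 Gy, and above 0.05 for acute 4.45 Gy against 0 Gy. There were 22 such genes, 11 of them up regulated. By the same rule with the dose rates exchanged, 7 genes responded to acute exposure only, 1 of them up regulated. Besides GRM2, ID1 and PFKP, the LDR-only genes included A2M (1.89 after LDR and -0.05 after acute exposure), CD276 (1.45 and 0.06) and HILPDA (-1.17 and 0.03), as log2 fold changes from 0 Gy. Some of these, such as CD276 and HILPDA, were picked out after their values were seen. The number of LDR-only genes ranged from 3 without the donor as a block to 136 with all 35 arrays in one fit, and was 5 to 11 with 1 donor left out. With the slide and the donor in one fit of all 35 arrays, 18 of the 22 genes kept their direction and an unadjusted p below 0.05 between the dose rates.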

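RBM3 rose by a log2 fold change of 1.17 ± 0.54 after LDR 4.45 Gy and by 0.01 ± 0.47 after acute 4.45 Gy, and GRM2 by 1.69 ± 0.17 and 0.24 ± 0.25 (mean ± SD of the donors' differences, n = 5). The direct difference between the dose rates was 1.16 for RBM3, with an unadjusted p of 0.00162, and 1.45 for GRM2, with an unadjusted p of 0.000104, higher after LDR in 5 of 5 donors for both genes. The adjusted p was 0.105 and 0.0836 (limma). With the slide and the donor in one fit of all 35 arrays, RBM3 at LDR 4.45 Gy was 0.59 above 0 Gy. DUSP3 changed by -0.48 ± 0.28 after LDR and 0.01 ± 0.19 after acute 4.45 Gy, and ID1 by -1.35 ± 0.38 and 0.25 ± 0.25 (n = 5). Between the dose rates, DUSP3 differed by -0.49 and ID1 by -1.60, lower after LDR in 5 of 5 donors, with unadjusted p of 0.0113 and 8.36e-05 and adjusted p of 0.154 and 0.0836 (limma). The small acute values of RBM3 and DUSP3 changed sign under other scalings of the arrays. ID2 was not past the filter on low variation and differed from 0 Gy by 0.20 after LDR and 0.00 after acute 4.45 Gy, from 4 donors with values at 0 Gy. The difference between the dose rates was 0.17, and -0.06 with its other probe. The probes lay on hg19 at chromosome X from 48436055 to 48436114 (RBM3), chromosome 3 from 51752561 to 51752620 (GRM2), chromosome 17 from 41844148 to 41844207 (DUSP3) and chromosome 20 from 30194158 to 30194217 (ID1).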

There were two types of genes in this group, one in which the genes were up regulated by LDR only, not acute doses (*RBM3* and *GRM2*, Fig. 3c) and the other in which genes were down regulated by LDR only, not acute doses (*DUSP3* and *ID2*, Fig. 3d). This preliminary assessment of different gene expression response patterns by LDR suggested that there are genes that could distinguish between the dose-rate for the same dose delivered. 

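APOBEC3H rose by a log2 fold change of 3.96 ± 0.78 after LDR 4.45 Gy and 4.75 ± 0.74 after acute 4.45 Gy. FDXR rose by 3.96 ± 0.67 and 4.51 ± 0.15, and PHLDA3 by 2.83 ± 0.58 and 3.31 ± 0.41 (mean ± SD of the donors' differences, n = 5). The difference between LDR and acute exposure was -0.79 for APOBEC3H, lower after LDR in 4 of 5 donors, -0.54 for FDXR and -0.48 for PHLDA3, lower in 5 of 5 donors for both. The unadjusted p was 0.0114 for APOBEC3H, 0.083 for FDXR and 0.0093 for PHLDA3. After adjustment none passed 0.05, with adjusted p of 0.154, 0.298 and 0.144 (limma). In FDXR, 1 of the 5 donors had a difference of -1.77, and the other 4 lay between -0.37 and -0.05. At the lower doses the differences were smaller: -0.23, -0.11 and -0.31 at 2.23 Gy for APOBEC3H, FDXR and PHLDA3. From the higher acute values at 4.45 Gy, the paper proposes that the low dose rate protected from the response. The probes lay on hg19 at chromosome 22 from 39497974 to 39498033 (APOBEC3H), chromosome 17 from 72858650 to 72858709 (FDXR) and chromosome 1 from 201435106 to 201435165 (PHLDA3).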

For some genes, such as *APOBEC3H*, *FDXR* and *PHLDA3*, induced at all doses by LDR and acute, the change in gene expression after the 4.45 Gy dose was higher in the acute dose group suggesting protection of response by low dose-rate.

**Fig. 3:**
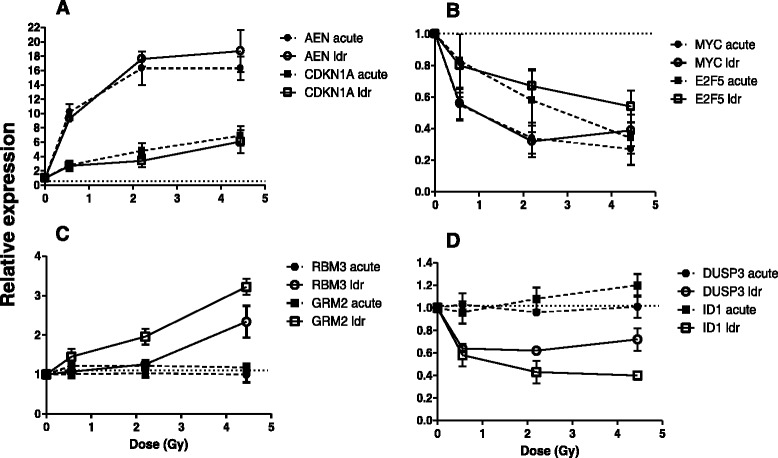
Patterns of gene expression response, shown as microarray results of representative genes, in all panels (**a**-**d**), open symbols with solid lines represent Low dose-rate (ldr) responses and closed symbols with dotted lines represent acute dose rate (acute) gene expression responses. **a** *AEN* (circles) and *CDKN1A* (squares) are representative genes in the group that showed similar up regulation of mRNA levels by both dose-rates. **b** *MYC* (circles) and *E2F5* (squares) are representative genes in the group that showed similar down regulation of mRNA levels by both dose-rates. **c** *RBM3* (circles) and *GRM2* (squares) are representative genes for the group that showed up regulation only by LDR. **d** *DUSP3* (circles) and *ID1* (squares) are representative genes for the group that showed down regulation only by LDR. All points are mean of 5 biological replicates (from paired analyses) and error bars are SEM

### Class predictions

We used the Class Prediction tool in BRB-ArrayTools to determine a classifier that would correctly discriminate between dose-rates. Initially, we identified a classifier that distinguished between un-irradiated and acute or LDR-irradiated samples; in which a set of 121 genes (*p*-value <0.0001) correctly identified samples as 0 Gy control (CTL), Acute, or LDR with 94 % accuracy (Table 3) using Diagonal Linear Discriminant Analysis (DLDA). 

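The class of each of the 35 arrays (0 Gy, acute or LDR) was predicted by diagonal linear discriminant analysis in leave-one-out cross-validation, with probes at p below 0.0001 chosen anew inside each fold. The prediction was correct for 31 of 35 arrays, or 88.6%. All 5 arrays of 0 Gy were classified correctly, as were 14 of 15 LDR arrays and 12 of 15 acute arrays. The sensitivity and specificity were 1.0 and 1.0 for 0 Gy, 0.933 and 0.85 for LDR, and 0.8 and 0.95 for acute exposure. The errors were 1 array of LDR 4.45 Gy assigned to acute exposure, and 2 arrays of acute 0.56 Gy and 1 of acute 2.23 Gy assigned to LDR. On all arrays 97 probes of 85 genes were chosen, and 91 of the paper's 121 probes, of which 102 were tested here, were among them. The accuracy fell to 82.9% when all arrays of a donor were left out together and to 77.1% when all arrays of a slide were left out.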

Next we tested and found that a 62-gene classifier could correctly classify exposed samples as Acute or LDR with 100 % accuracy using Support Vector Machines (Table 4). 

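A linear support vector machine with cost 1 assigned 30 of the 30 irradiated arrays to acute or LDR exposure correctly (100.0%) when each array was left out in turn. Of the 39 probes of 36 genes chosen on all 30 arrays, 38 were among the paper's 62, of which 48 were tested here. The accuracy was 93.3% with all arrays of the same slide left out of the training and 90.0% with all arrays of the same donor left out. Diagonal linear discriminant analysis also gave 90.0%. In regroupings of the labels within each donor, the highest accuracy was 76.7%. An array counted as wrong there when no probe passed the threshold, so this is no baseline for guessing.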

Lastly, we determined a classifier gene set comprised of 140 genes that correctly classified samples by dose without regard to the rate of exposure, with 90 % accuracy using Diagonal Linear Discriminant Analysis (Table 5). 

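The dose classifier was computed on the 5 arrays of 0 Gy and the 15 acute arrays, since the class sizes of Table 5 and the class means in Additional file 5 are those of these 20 arrays. Diagonal linear discriminant analysis with probes at p below 0.001 was correct for 19 of the 20 arrays (95.0%), and 1 array of acute 2.23 Gy was assigned to 4.45 Gy. Of the paper's 140 probes, 123 were among the 146 chosen on all 20 arrays. With the arrays of both dose rates together, 31 of 35 were assigned their dose (88.6%), and 3 of the 4 errors were arrays of LDR 4.45 Gy assigned to 2.23 Gy. On the 0 Gy and LDR arrays alone, 20 of 20 were correct. Leaving out all arrays of a donor gave 85.0%, 91.4% and 95.0% for these 3 sets of arrays. Normexp correction gave 85.0%, 71.4% and 80.0%, for the last 2 sets the largest shift among the settings tried.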

Details of classifier gene sets and performance of classifiers in cross-validations are included in Additional file 5; all classification analyses were performed on normalized gene expression signal intensities.

**Table 3:** Performance of the Diagonal Linear Discriminant Analysis classifier (121 genes) on irradiation and dose rate

Class	Sensitivity	Specificity
**Acute**	0.867	1
**0 Gy**	1	1
**LDR**	1	0.9

**Table 4:** Performance of the SVM machine classifier (62 genes) on dose rate

Class	Sensitivity	Specificity
**Acute**	1	1
**LDR**	1	1

**Table 5:** Performance of the Diagonal Linear Discriminant Analysis classifier (140 genes) on dose

Class	Sensitivity	Specificity
**0 Gy**	1	0.933
**0.56 Gy**	1	1
**2.23 Gy**	0.8	0.933
**4.45 Gy**	0.8	1

## Discussion

A variety of exposure types and combinations of exposures could result from an improvised nuclear device (IND) or radioactive dispersal device (RDD). In order to develop appropriate radiological triage approaches, biodosimetry assays must be tested and optimized for their ability to detect the contribution of various factors such as dose and dose-rate. A tiered approach to triage in large-scale scenarios [33, 34] would ideally include a low-dose rate detection assay to identify individuals who have received exposure over a prolonged time, so that their treatment can be adjusted accordingly. In a recent NATO study involving different laboratories that cross-validated results for different radiation biodosimetry assays, the dicentric chromosome assay, micronucleus assay, γ-H2AX and gene expression were assessed for their sensitivity and it was concluded that a combination of assays would be optimal for the estimation of dose and “never versus ever” exposure [35, 36]. Therefore, it is possible that a gene expression signature that can discriminate between low dose-rates and acute exposures, in combination with other assays that estimate dose, will enhance the ability to identify individuals with an immediate need for clinical treatment in a large-scale event.

Low dose-rate studies have also been done for very low cumulative doses, to assess the gene expression response. One such study on a prostate cancer cell line measured gene expression changes after a 24-hour chronic exposure to dose-rates as low as 7-17 μGy/min, and unexpectedly, found that the gene expression response was more similar to that of a 2 Gy acute dose than a 10 cGy acute dose [15]. In another study in mice, which were given a 5-week continuous dose of radiation at 2 μGy/min (cumulative dose 10.5 cGy, which was previously shown to be effective on gene expression as a single acute dose [6]) there was no significant change in gene expression. The effects observed at these very low doses may be the result of various factors inherent to the study design, the extended time in the second study or the origin and type of cells in the first, but it emphasizes the need for biodosimetry experiments to be designed to establish the range of dose rates and exposure times likely to impact on biodosimetric estimates and triage decisions.

Using an *ex vivo* blood irradiation model that has previously shown changes in radiation response genes that are sensitive to dose and time [3, 37], we exposed blood samples to relatively high total doses (up to 4 Gy), in the range of Acute Radiation Syndrome (ARS), either acutely, or over a period of 24 h. The prolonged radiation exposure time was to approximate exposure to fallout from an improvised nuclear device (IND) or radioactive dispersal device (RDD) that might occur before first responders arrive on the scene and are able to begin taking samples for biodosimetry.

In the current study, we detected gene expression changes at all doses, with increasing numbers of genes responding with increasing dose, as expected (Table 1). 

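With Benjamini-Hochberg adjustment, 19 genes at LDR 0.56 Gy, 71 at LDR 2.23 Gy and 264 at LDR 4.45 Gy passed an adjusted p below 0.05 (limma). After acute exposure the corresponding numbers were 19, 86 and 762 genes. At an unadjusted p below 0.05 there were 891, 1701 and 2391 genes for LDR and 819, 1332 and 2744 for acute exposure. The numbers at p below 0.001 rose with dose at both dose rates under every setting that could be fitted at all 3 doses, except under normexp correction and, for acute exposure, with the slide as a block. From the lowest dose to the highest, normexp correction gave 78, 33 and 229 genes for LDR and 54, 13 and 465 for acute exposure, and the slide as a block gave 31, 48 and 40 genes for acute exposure.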

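When the dose rates were compared directly at the lower doses, 30 genes differed at 0.56 Gy (10 higher and 20 lower after LDR) and 14 at 2.23 Gy (6 higher and 8 lower) at p below 0.001. None passed an adjusted p below 0.05 with limma, and 1165 and 614 genes had an unadjusted p below 0.05. Genes changed at either dose rate mostly moved together: 71 of 73 at 0.56 Gy and 182 of 187 at 2.23 Gy had the same direction, with correlations of the log2 fold changes of 0.85 and 0.91 across genes. Simulated unchanged groups that shared the controls gave a median of 91.1% and 92.9% in the same direction and correlations of 0.75 and 0.72, with highest values of 100% and 0.97 at both doses, so the observed values lay within the simulated range. Which dose rate changed more genes at a dose varied with the setting. With all 35 arrays in one fit, 163 genes changed after LDR and 95 after acute exposure at 0.56 Gy, and 587 and 401 at 2.23 Gy. With the slide and the donor in one fit the order was the opposite, with 71 and 101 genes at 0.56 Gy and 197 and 362 at 2.23 Gy.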

The number of genes differentially expressed at lower doses (0.56 Gy and 2.25 Gy) by LDR (*p*-value <0.001) was slightly higher than those after acute doses, however, the period of time from end of exposure to harvest was shorter after low dose-rate exposures, which may contribute to this difference. In the case of LDR 4.45 Gy however, the number of genes differentially expressed was less than acute 4.45 Gy (Additional file 2).

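At 4.45 Gy, 547 genes were past p below 0.001 at LDR or acute exposure. Of these, 520 had the same direction at both dose rates, and the correlation of their log2 fold changes was 0.87 across genes, against medians of 91.7% in the same direction and 0.72 in simulations of unchanged groups with shared controls, whose highest values, 100% and 0.97, were above the observed ones. The change was larger in size after acute exposure for 375 of the 547 genes. The number of genes at acute 4.45 Gy was above that at LDR 4.45 Gy under all settings tried except 2. With all 35 arrays in one fit, both dose rates gave the same number of genes, and with the slide as a block more genes passed after LDR, 226, than after acute exposure.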

We focused our analyses on the 4.45 Gy dose responses, because they allowed us to determine and compare maximum differences in gene expression and biological function. These comparisons revealed that the acute exposure elicits many responses similar to LDR, but may also affect additional processes related to natural killer cells and cell-cell signaling via chemokines. In contrast, the gene expression response to LDR initiated some of the same functions as acute exposure, but additional processes related to nucleotide metabolism (Table 2) and DNA repair were also affected.

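A list of 39 target genes of p53, fixed independently of these arrays, rose at every LDR dose. The median log2 fold change from 0 Gy was 0.92 at 0.56 Gy, 1.50 at 2.23 Gy and 1.70 at 4.45 Gy, with 36, 38 and 38 of the 39 genes higher. The adjusted p was 3.94e-40, 3.68e-41 and 9.14e-40 by camera, and 0.000595, 0.000156 and 0.00013 by fry. With an estimated correlation, camera gave 0.0278, 0.0282 and 0.0278, so that the 3 calls hold under all of these tests. No setting changed a direction or a call. Acute exposure gave medians of 1.07, 1.66 and 2.04, and the differences between LDR and acute exposure were -0.13, -0.16 and -0.12. These differences passed 0.05 by camera (adjusted p = 0.00168, 2.27e-05 and 0.00403) and not by fry (0.216, 0.102 and 0.116).

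**Figure D4:**
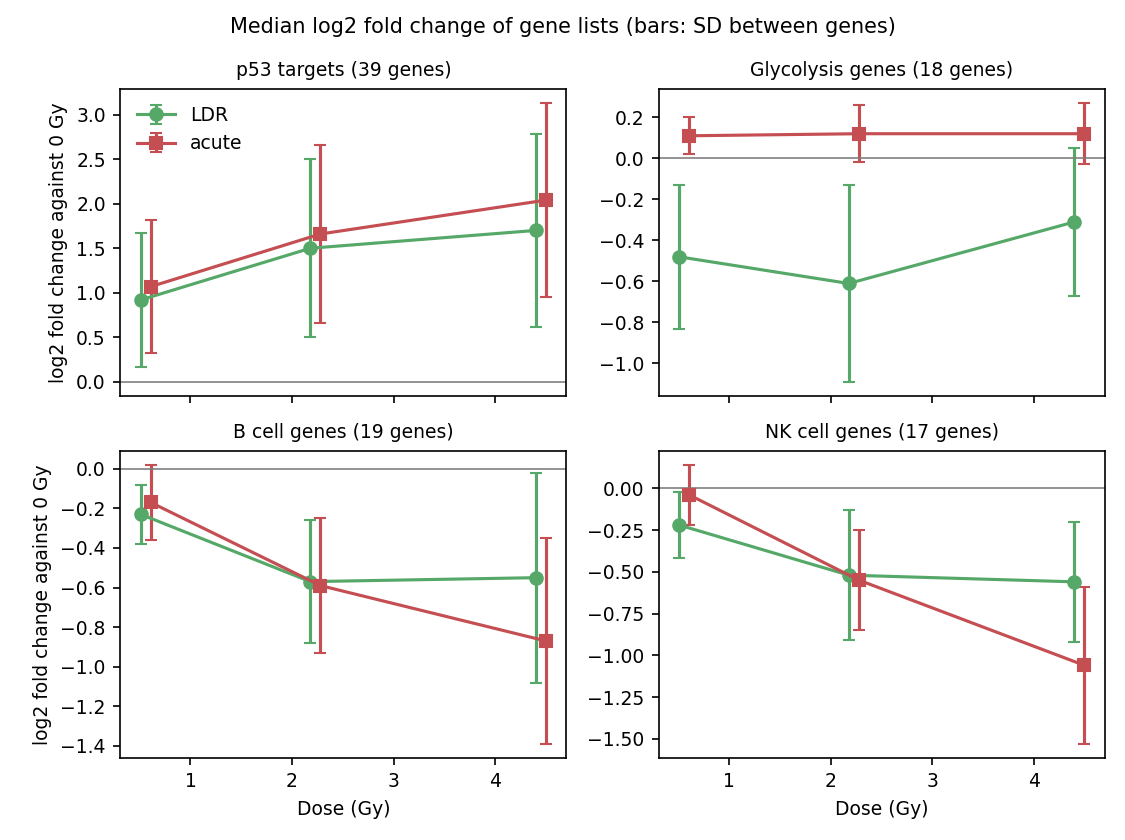
Median log2 fold change from 0 Gy (vertical axis) of each gene list at 0.56, 2.23 and 4.45 Gy (horizontal axis), for LDR and acute exposure. The p53 target list rises to 1.70 after LDR and 2.04 after acute 4.45 Gy, and the glycolysis list falls after LDR exposure and not after acute exposure.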

Further GO analyses of the LDR gene expression response against PANTHER pathways revealed that the p53 pathway was found to be significantly affected at all doses (LDR 0.56Gy, p-value 5.0 × 10^-4^; LDR 2.23 Gy, p-value 4.8 × 10^-5^; and LDR 4.45 Gy, 1.5 × 10^-5^). This suggests that at 24 h after the start of exposure at all doses, p53-regulated functions in cell stress, cell cycle and DNA damage repair are important; even after the shortest LDR exposure. We focused on p53 target genes as this pathway was the top scoring biological pathway controlling gene regulation across all doses and dose-rates. The heat map in Fig. 4 depicts genes that are regulated by p53 across all three doses in the LDR treatment group. 

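Of the 39 p53 target genes of the list, 15 had p below 0.001 at LDR 0.56 Gy, 20 at LDR 2.23 Gy and 25 at LDR 4.45 Gy, and 18, 21 and 28 without the filter on low variation. Without the filter and adjusted over the list alone, 27, 33 and 36 of them passed 0.05, and adjusted over all genes 9, 18 and 28 (limma). The members ranged from -0.26 to 3.21 at the lowest dose and from -0.47 to 4.16 at the highest, besides SPATA18. SPATA18 was at least 5.84-fold higher at the highest dose and not well above background on any array of 0 Gy. Its log2 fold change was as low as 1.53 under another setting, below this bound. From the larger set of p53-regulated genes at the highest dose and the changes still detectable at 24 h after the lower doses, the paper proposes that stress and damage accumulated while the dose was protracted, possibly mediated by p53.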

More p53-regulated genes were involved in the response after the highest dose (4.45 Gy) where blood cells were exposed continuously to the LDR radiation with no recovery period. In the case of the lowest dose (0.56 Gy) and intermediate dose (2.23 Gy) a subset of these genes responded and changes in mRNA were still detectable at 24 h after the start of exposure. This suggests that there is an accumulation of stress and damage during the protraction of dose, possibly mediated by p53 and also other transcriptional regulators [38, 39], that persists and is not completely resolved at 24 h after the start of exposure.

**Fig. 4:**
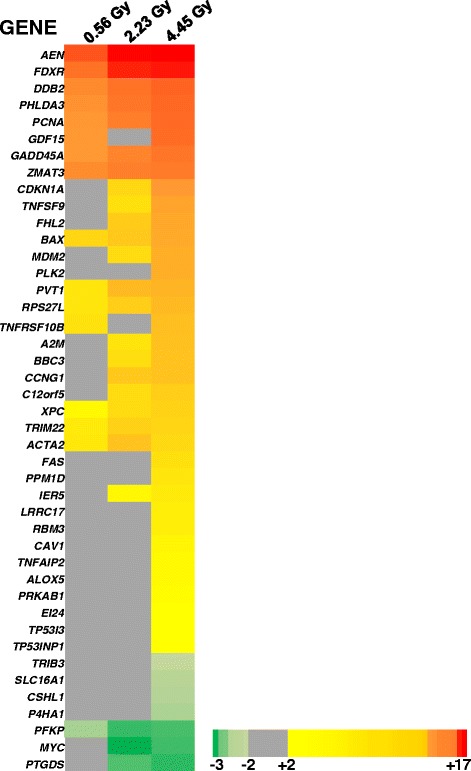
p53 pathway gene expression in LDR exposed blood cells. The genes contributing to the significance of the PANTHER p53-pathway are listed and their fold change depicted in the heat map, the three columns represent the mRNA changes at 24 h after 0.56 Gy, 2.23 Gy and 4.45 Gy dose; irradiation at low dose rate. Missing values that were not significant at a particular dose are shown in grey; the scale shows shades of yellow to red (upregulated genes) and shades of green (down-regulated genes)

We were also able to identify groups of genes that were more responsive to LDR than acute dose rate (Fig. 3c and d). 

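At LDR 0.56 Gy, RBM3 was 0.12 ± 0.29 above 0 Gy and GRM2 0.58 ± 0.36, and at LDR 2.23 Gy they were 0.34 ± 0.29 and 0.98 ± 0.29 above it (log2 fold change, mean ± SD of the donors' differences, n = 5). The unadjusted p of RBM3 was 0.496 and 0.0777 at these doses and 0.00134 at 4.45 Gy. For GRM2 it was 0.0126, 0.000607 and 9.69e-06. Adjusted over all genes, GRM2 passed 0.05 at 4.45 Gy (adjusted p = 0.00507, limma) and RBM3 did not (adjusted p = 0.0539). With the slide and the donor in one fit of all 35 arrays, RBM3 was -0.25 at 0.56 Gy and -0.06 at 2.23 Gy. After acute 0.56 and 2.23 Gy, RBM3 changed by 0.05 and 0.06, and GRM2 by 0.33 at either dose.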

Genes such as *RBM3* and *GRM2* that were up regulated after LDR appeared to respond to doses ≥2.23 Gy. In the case of down regulated genes*, DUSP3* and *ID1*, the response was significant (*p*-value <0.001) at even the lowest dose, LDR 0.56 Gy. 

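At LDR 0.56 Gy, DUSP3 was lower than at 0 Gy by -0.65 ± 0.24 and ID1 by -0.77 ± 0.49, and at LDR 2.23 Gy by -0.68 ± 0.24 and -1.24 ± 0.43 (log2 fold change, mean ± SD of the donors' differences, n = 5). Both genes were lower in 5 of 5 donors at each of these doses. The unadjusted p at 0.56 Gy was 0.00348 for DUSP3 and 0.00726 for ID1 in the limma fit, and at 2.23 Gy 0.00322 and 0.000427. The adjusted p at 0.56 Gy was 0.383 and 0.467 (limma). In DUSP3 at LDR 0.56 Gy, 1 donor had a change of -1.06 and the other 4 lay between -0.58 and -0.49. With all 35 arrays in one fit, both genes passed p below 0.001 at this dose, with p of 3.92e-05 and 0.000323.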

The down regulation of *ID1* mRNA after LDR was interesting because it is a known radiation response gene to acute γ-irradiation in cell lines [40]. 

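After acute exposure, ID1 changed by -0.05 ± 0.18 at 0.56 Gy, 0.07 ± 0.32 at 2.23 Gy and 0.25 ± 0.25 at 4.45 Gy on the log2 scale (mean ± SD of the donors' differences, n = 5). The unadjusted p was 0.626, 0.682 and 0.107 in the limma fit, and the adjusted p lay between 0.326 and 0.895 (limma). The signs at 0.56 and 2.23 Gy changed under some settings. At LDR 4.45 Gy, ID1 had an adjusted p of 0.0241 against 0 Gy (limma).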

In our study it was not induced significantly above background by acute dose but persistently down-regulated by LDR. Other genes shown here, *RBM3* (RNA binding motif protein 3) and *GRM2* (Glutamate receptor, metabotropic 2) and *DUSP3* (Dual specificity phosphatase 3) have not been previously shown to be affected by radiation in blood and may represent candidate genes for further studies on dose-rate effects in radiation biodosimetry.

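Compared with 0 Gy, the glycolysis list had a median log2 fold change of -0.48 at LDR 0.56 Gy, -0.61 at LDR 2.23 Gy and -0.31 at LDR 4.45 Gy, and of 0.11, 0.12 and 0.12 after the acute doses. The LDR decreases passed 0.05 by camera (adjusted p = 8.39e-11, 3.16e-08 and 5.21e-07) and by fry (0.0473, 0.0402 and 0.023), and not under an estimated correlation (0.165, 0.186 and 0.212). Under normexp correction they did not pass by fry, with an unadjusted p of 0.0951 and 0.0682 at the lower 2 doses. Without the donor as a block the unadjusted p by fry was below 0.05 at 2.23 Gy only. With the slide and the donor in one fit of all 35 arrays, chosen after the data were seen, the median at LDR 4.45 Gy was -0.10 (fry, unadjusted p 0.397). By fry, none of the acute changes did (adjusted p = 0.134, 0.134 and 0.0597), and the sign at acute 2.23 Gy changed under normexp correction. The difference between LDR and acute exposure was -0.55 at 0.56 Gy and -0.75 at 2.23 Gy, with adjusted p of 0.0219 and 0.0348 by fry. The test of the difference between LDR and acute exposure at 4.45 Gy less the same at 0.56 Gy gave -0.02 (adjusted p = 0.984 by fry). At LDR 0.56 Gy the samples had been irradiated for 3 h and then kept for 21 h in a standard incubator. From the lower expression at LDR, the paper proposes that continuous delivery of radiation dampens these metabolic functions.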

A comparison of gene expression changes by dose rate between LDR and acute only, revealed the lowered expression of genes encoding glycolytic enzymes, by the protraction of exposure at 24 h. These genes are involved in glucose metabolism and energy production in cells and the continuous delivery of radiation at LDR may have a dampening effect on the activity of these metabolic functions. In another study using the same LDR, 3.1 mGy/min for 24 h in mice, measurement of metabolites in urine at 48 h after the beginning of exposure showed that citrate in the TCA cycle was decreased by both LDR and acute exposure [41]. In the same study, hexanoylcarnitine and tiglylcarnitine from fatty-acid oxidation pathways were decreased by LDR exposure compared to controls or acute exposure to the same dose, consistent with the perturbations we found reflected in the gene expression data.

The changes observed in blood gene expression after 24 h in the current study support the development of dosimetry signatures to distinguish between dose-rates of exposure, as well as between doses. We performed class predictions by irradiation status and dose-rate (Tables 3 and 4) and dose (Table 5). The classifier gene set that performed best and distinguished between LDR and acute exposure included the LDR-only response genes *DUSP3* and *ID1* (Fig. 3d). This suggests that it may be possible to develop a gene-based signature that can detect protracted exposures without the need for a pre-exposure sample. 

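DUSP3 and ID1 were both among the 36 genes chosen on the 30 irradiated arrays, with p of 2.82e-08 and 9.41e-07 in the unpaired test between LDR and acute arrays of all doses. Of the same 36 genes, 8 belonged to the lists for hypoxia or glycolysis (NDRG1, PFKP, SLC2A1, GPI, PFKFB3, HK2, EGLN3 and BNIP3), a count made after the chosen genes had been seen. From the inclusion of these 2 genes in the classifier gene set, the paper proposes that protracted exposures may be detected without a sample from before the exposure.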

Further independent validation studies will of course be needed, but such a test could also be used in conjunction with other strictly dosimetric assays, including gene expression or cytogenetic endpoints, to provide a better and more practical biodosimetry assay.

## Conclusions

This study investigated the effects of dose-rate on human blood cell gene expression, over a 24-hour period. Although there were many similarities in immune function and stress response genes, we found that low dose-rate exposure can result in distinctive gene expression patterns compared with acute exposures. Typical p53 gene responses were also seen at all doses delivered by the lower dose rate. We were able to successfully distinguish low dose-rate exposed samples from acute dose exposures, using classification algorithms on our gene expression data. These genes are candidates for further validation studies to develop a gene-based signature that can detect low dose-rate exposures for large-scale biodosimetry.

### Availability of supporting data

The data set supporting the results of this article is available in the NCBI GEO repository [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65292].

## Additional files

Additional file 1: **Custom low density array design for qRT-PCR.**

Additional file 2: **Differential gene expression results, details of Table** 1 **.**

Additional file 3: **Venn diagrams, intersections of genes summarized in Table** 1 **.**

Additional file 4: **qRT-PCR validation results, details of results presented in Figure** 2 **.**

Additional file 5: **Class prediction gene sets, for result in Tables** 3 **,** 4 **and** 5 **.**

## Abbreviations

LDR: Low dose-rate
IND: Improvised nuclear device
RDD: Radioactive dispersal device

# Supplementary material for: Radiation dose-rate effects on gene expression for human biodosimetry
**Source:** BMC Med Genomics. 2015 May 12;8:22. doi: 10.1186/s12920-015-0097-x
**Supplement:** Supplementary file 3 — Venn diagrams, intersections of genes summarized in Table 1 .

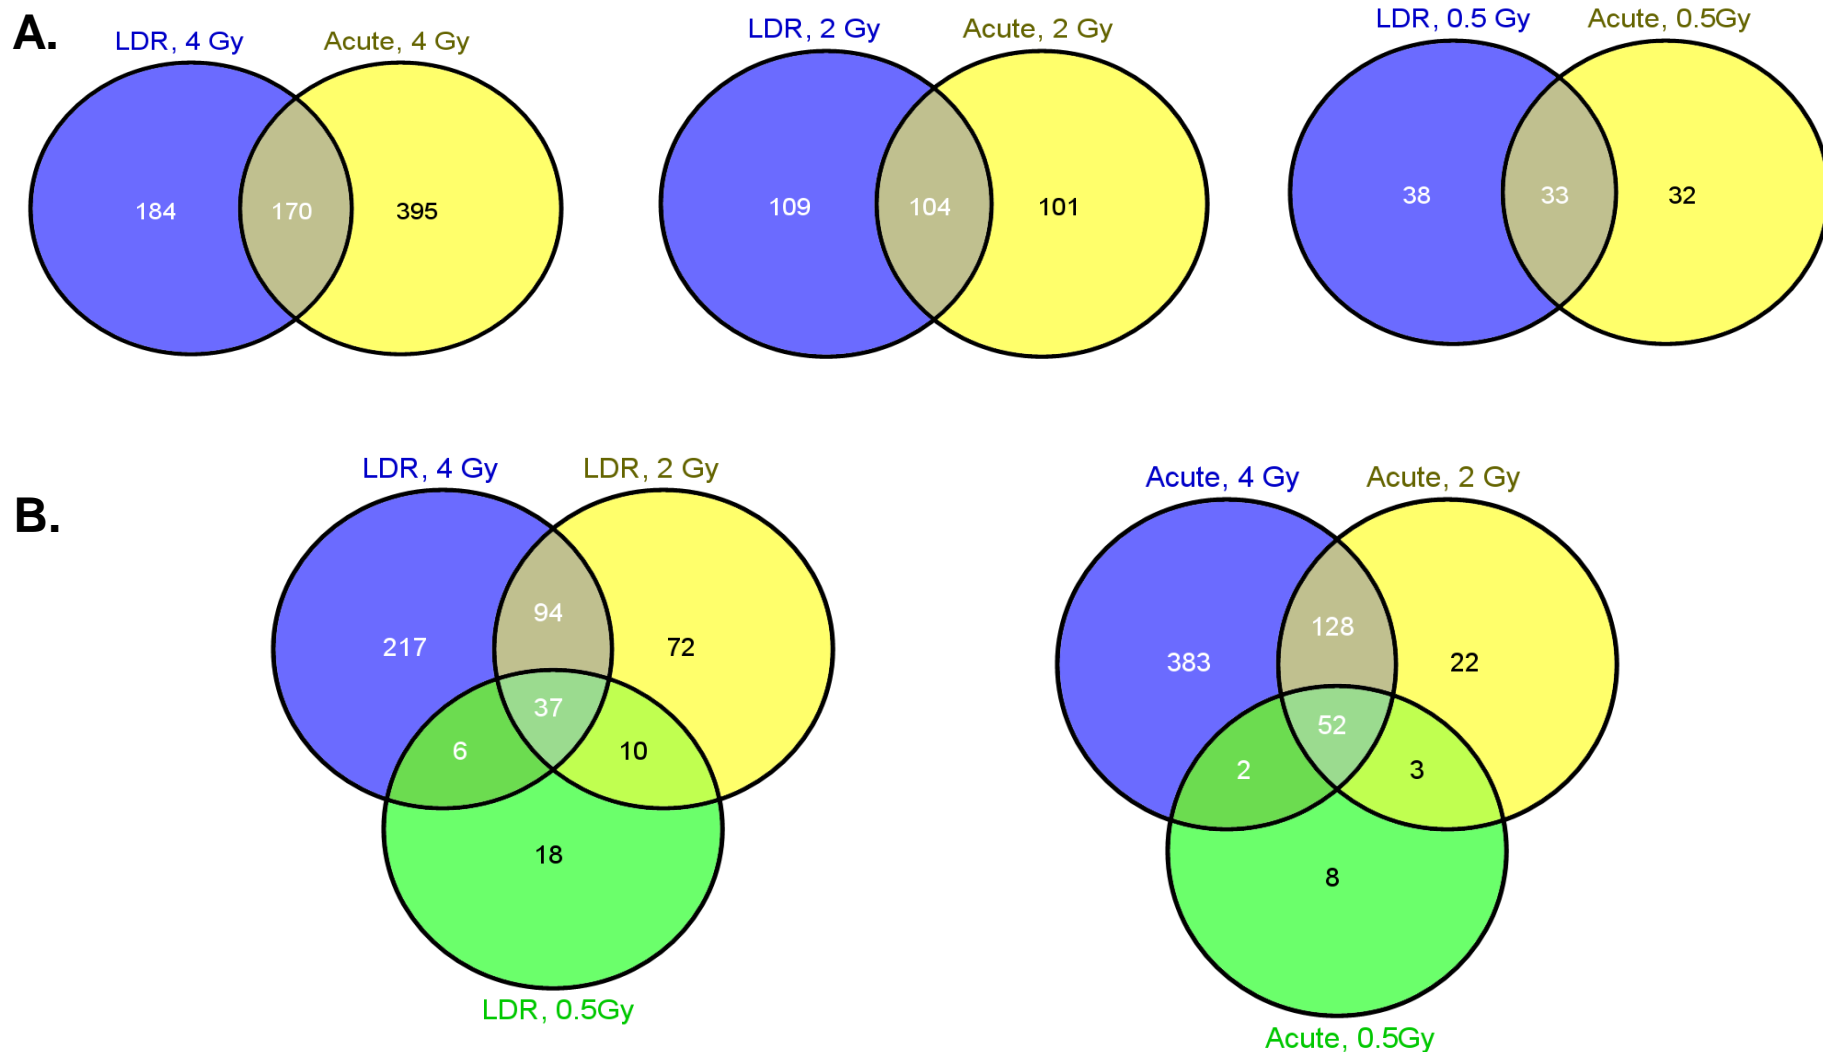

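In the intersections calculated here, LDR and acute exposure shared 31 genes at 0.56 Gy and 81 at 2.23 Gy. There were 35 genes changed at all 3 LDR doses and 47 changed at all 3 acute doses.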

**Additional file 3** Venn diagrams showing the intersect between class comparisons, summarized in Table 1 (detailed gene lists in Additional file 2). **A.** intersection between LDR and acute at 4.45 Gy, 2.23 Gy and 0.56 Gy. **B.** Intersection between gene sets responding to different doses, LDR on the left, Acute on the right. Venn diagrams were created using the tool available at Venny (<http://bioinfogp.cnb.csic.es/tools/venny/index.html>.)

How the deposited data were processed for this re-analysis (not part of the article)

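RNA from peripheral blood of 5 donors was measured under 7 conditions: 0 Gy, and 0.56, 2.23 and 4.45 Gy given as an acute exposure or at low dose rate (LDR). There was 1 one-colour Agilent whole genome array for each donor and condition, 35 in all, on 9 slides scanned on 3 days. The replicate number of a sample was read as its donor. After removal of each condition's mean, 2 arrays with the same replicate number had a median correlation of 0.567 (lowest 0.049), and arrays of different numbers and conditions one of -0.139 (highest 0.404).

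The authors deposited the scanner output of each array, in which every spot has an intensity after the background correction of Agilent Feature Extraction 10.7.3.1, without normalization between arrays. The authors also deposited a table of log2 values, made with BRB-ArrayTools by median normalization to a reference array, filtering of probes and reduction to 1 probe per gene. Of the 12073 features in that table, 21 were control spots. For each array, the shift between the log2 intensities of the scanner output and the authors' table came out within 0.002 of the shift calculated here. An array had 43118 spots besides 1377 control spots, for 34127 different probes, of which 999 had several spots. These were averaged on the log2 scale, without spots that the scanner software marked as outliers among them. Between 64.5% and 74.9% of the spots of an array were well above background (median 70.2%), and 4 to 254 spots were non-uniform (median 32).

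Probes were named by their RefSeq accession (25422 probes), by a current symbol (1163), by an older symbol that belongs to 1 gene (382) or by the name in the files (7160). Coordinates of probes are those of the files, on hg19. Reading and fitting were done in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The classifiers and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

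The processing followed the methods of the paper. Log2 intensities were normalized by the median difference from a reference array. Spots flagged as non-uniform or not significantly above background were counted, and probes with such flags on 25% or more of the arrays were left out. Probes with fewer than 20% of the arrays at least 1.4-fold from the probe's median were left out as well, and the probe with the highest mean signal stood for its gene. This left 12027 genes. The comparisons, thresholds, gene lists, rules for counts and most of the alternatives were chosen before the data were examined.

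Each of the 9 comparisons (3 doses of LDR and 3 of acute exposure against 0 Gy, and LDR against acute exposure at each dose) was fitted with limma (lmFit and eBayes) to its own 10 arrays, with the replicate number as a block. A gene was called at p below 0.001, as in the methods, and numbers at a Benjamini-Hochberg adjusted p below 0.05 are given beside. The genes named are those that the text of the paper names for a result, the genes of Additional file 4, the members of a list where a passage is about that list, and in each comparison the 5 genes with the largest change among those past p below 0.001 and changed the same way in all 5 donors. Genes named outside this rule are marked as picked after their values were seen.

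Lists were drawn up for p53 targets, glycolysis, hypoxia, cold response, heat shock, the circadian clock, B cells, NK cells, T cells, monocytes, erythroid cells, chemokines and cytidine deaminases. The DNA repair genes named in the paper made up another list. The hypoxia list without the genes it shares with glycolysis and the cold response list without RBM3 were also tested. The lists were tested with camera at the preset correlation of 0.01, with camera at an estimated correlation and with fry, on 20654 genes before the filter on low variation. Their p-values were adjusted over all lists and comparisons. The difference between LDR and acute exposure at 4.45 Gy less that at 0.56 Gy was tested with limma and the same set tests.

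The class of arrays was predicted by diagonal linear discriminant analysis or a linear support vector machine with the thresholds of the methods, by probe and not by gene. Probes were selected anew inside each fold of leave-one-out cross-validation. The qRT-PCR values are the paper's from Additional file 4, and the raw qRT-PCR data were not analysed here. The tests of gene ontology terms with PANTHER were not repeated, and the lists above were tested in their place.

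The alternatives set in advance were a fit without the replicate block, all 35 arrays in one fit, 75th percentile scaling, quantile normalization, normexp correction of the raw signal with an offset of 50, no filter on low variation, detection on every array, dim spots as missing values, the random-variance t-test of the methods, all probes, the authors' log2 values, the slide as a block beside the replicate number, and each replicate left out in turn. For classifiers they were the other classifier, the other threshold, and all arrays of a donor left out together. After the data were seen, fits of all 35 arrays with the slide and the replicate number or with the scan day were added, as was leaving out all arrays of a slide in the classifiers.

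The tests were tried on simulated data with the design of the study, in which 200 of 11694 genes were changed, in 10 data sets. For LDR 4.45 Gy against 0 Gy, limma with the replicate block recovered 77.0% of the changed genes on average, all in the right direction, and called 10.9 unchanged ones. Without the block it recovered 52.6%, and with the t-test of the methods 77.3%. For LDR against acute exposure at 4.45 Gy, 80.8% were recovered with the block and 56.8% without it. Every simulated change was larger than the median size of the changes called in the real data. That median was 1.31 on the log2 scale for LDR 4.45 Gy against 0 Gy and 1.06 between the dose rates. The recovery of smaller changes was not tried. A shifted list was found in 10 of 10 data sets and an unchanged one in 0 of 10, by both set tests. The simulated genes varied independently of each other. The simulation therefore does not show how often lists of correlated genes would be called by chance. In 20 simulated data sets with 200 shifted probes the classifiers were correct for 100% of the arrays, and with none for 32.7% (acute or LDR) and 26.1% (3 classes). Overlaps between comparisons that share the 0 Gy arrays were set against 100 simulations of unchanged groups with the same shared arrays.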

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

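The tests of oxygen supply, temperature, time of day and loss of B cells were set up before their results were seen, and the tests of slide, scan day, dose or hours, spots, swapped samples, loss of NK cells, red cells and the share of other cells were chosen only after.

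In 2 of 21 groups of arrays, 3 of 56 groups of donors' values for a gene and 4 of 45 for a list, 1 sample lay far from the other 4. Chance gives about 1 in 20 such groups. Replicate 3 of acute 2.23 Gy had 65.2% of its spots well above background, against 70.4% to 71.3% in the other arrays of its condition. Replicate 3 of acute 4.45 Gy had 161 non-uniform spots, against 4 to 27. Both arrays were scanned on the same day. Over the 12 arrays of that day the median was 66.8% of spots well above background and 99 non-uniform spots, against 70.6% and 26 on the other 23. The scan day is therefore a candidate explanation for both values. Not every array of that day was affected. Replicate 4 of acute 2.23 Gy was scanned that day too and had the highest share of its condition. Replicate 3 of LDR 0.56 Gy, of the same day, had 4 non-uniform spots. The design names no biological explanation for these measures, and none was tested.

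DUSP3 at LDR 0.56 Gy changed by -1.06 in replicate 2 and by -0.58 to -0.49 in the other 4 donors (log2). Without replicate 2 the mean change was -0.54, against -0.65 with it, and the unadjusted p stayed above 0.001 either way. No technical or biological explanation was tested for it.

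FDXR rose by 2.79 in replicate 5 at LDR 4.45 Gy and by 4.03 to 4.40 in the other donors, and its difference between LDR and acute 4.45 Gy was -1.77 in replicate 5 and -0.37 to -0.05 in the others (log2). Without replicate 5, the difference was -0.24, against -0.54 with all donors. A weaker response of all p53 targets in that sample would lower the p53 target list as well. The list rose there by a median of 1.56, against 1.60 to 1.81 in the other donors, which argues against this as the whole cause. A faulty spot cannot be told apart from a lower expression of FDXR in that donor, since the array holds no other probe of the gene to compare with the 2.79.

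The median of the p53 target list at LDR 2.23 Gy was 1.07 in replicate 5 and 1.46 to 1.58 in the other donors. Its difference from acute 2.23 Gy was -0.34, against -0.11 to -0.05. If the LDR 2.23 and 0.56 Gy samples of replicate 5 were swapped, the latter would show the larger response. Its median was 0.92, within the 0.79 to 1.14 of the other donors, which argues against the swap. In replicate 3 at acute 0.56 Gy the list rose by 0.73, against 1.03 to 1.14 in the others. The B cell list differed between LDR and acute 0.56 Gy by -0.22 in replicate 4 and by -0.03 to -0.02 in the others. For the values of replicates 3 and 4, no technical or biological explanation was tested. Differences between donors in the response to radiation stay open and untested for all of these.

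Genes of the hypoxia list, a process that the paper does not report on, shifted with LDR exposure. The median log2 fold change from 0 Gy was -0.71 at LDR 2.23 Gy (22 of 22 genes lower) and -0.37 at LDR 4.45 Gy (20 of 21 lower), in 5 of 5 donors each. At LDR 0.56 Gy it was -0.59 with 22 of 22 genes lower, which did not pass 0.05 by fry after adjustment. At acute 4.45 Gy the list was 0.24 above 0 Gy, with 19 of 22 genes higher, and the acute values at 0.56 and 2.23 Gy were 0.08 and 0.10. Between the dose rates the medians were -0.73 at 0.56 Gy, -0.88 at 2.23 Gy and -0.61 at 4.45 Gy, with all tested genes lower after LDR and 5 of 5 donors in this direction at the upper 2 doses. The adjusted p was 0.0788, 0.0473 and 0.0213 for LDR against 0 Gy, 0.0194 for acute 4.45 Gy, and 0.0631, 0.0416 and 0.0155 between the dose rates (fry). The adjusted p by camera was below 0.001 for each of these 7 differences, and above 0.05 under an estimated correlation. Without the filter on low variation and with the list alone adjusted, 20 genes passed 0.05 between LDR and acute 4.45 Gy, and with all genes 0 (limma), where 8 had an unadjusted p below 0.001, against 4 with the filter. The list shares HK2, LDHA and PGK1 with glycolysis.

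Oxygen supply in the incubator of the LDR samples is a candidate explanation for the lower glycolysis and hypoxia genes. It requires a shift of hypoxia genes that are not glycolysis genes. Between LDR and acute 4.45 Gy, 18 of 18 such genes were lower after LDR, with a median of -0.58 (fry, unadjusted p 0.00416). The slide as the whole cause is argued against for glycolysis, since with slide and replicate number in one fit of all 35 arrays the glycolysis list kept a difference of -0.34 (fry, unadjusted p 0.0176). In that fit, at LDR 4.45 Gy against 0 Gy, the glycolysis list was -0.10 and the hypoxia list -0.25, neither past 0.05 any more, and without the replicate block neither the hypoxia list there nor its difference between LDR and acute 4.45 Gy was past 0.05. An effect of the dose or of the hours at low dose rate cannot be told apart from these: from LDR 0.56 to 4.45 Gy the hypoxia genes outside glycolysis rose by 0.21 (15 of 18 higher), in only 3 of 5 donors, with an unadjusted p of 0.204 by fry. The LDR 0.56 Gy samples spent 3 h in the LDR incubator and 21 h in the standard one, and the list was lower there as well, so an effect of oxygen would have to outlast the exposure. The low dose rate itself stays open as a biological explanation, since the LDR samples were in that incubator and the acute samples were not. The methods do not say in which incubator the 0 Gy samples were kept. The rise at acute 4.45 Gy was not past 0.05 in any of the 3 fits of all 35 arrays, with the slide as a block or without the replicate block, and no explanation was tested for it.

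Clock genes, heat shock genes and T cell genes, on which the paper does not report either, had small shifts. The clock list had a median of -0.17 at LDR 2.23 Gy against 0 Gy (8 of 13 genes lower, 5 of 5 donors) and -0.07 against acute 2.23 Gy (10 of 13 lower, 4 of 5 donors), with adjusted p of 0.0371 and 0.0193 by camera and 0.00487 and 0.0478 by fry. The heat shock list was at -0.11 between LDR and acute 0.56 Gy (11 of 12 lower, 5 of 5 donors; adjusted p 0.0193 by camera and 0.0433 by fry). The T cell list was at -0.09 at acute 4.45 Gy (10 of 14 lower, 5 of 5 donors), with adjusted p of 0.0417 by camera and 0.0389 by fry. It was not past 0.05 without replicate 1 or without replicate 3 (-0.07 each). Across all planned settings its median ranged from -0.23 to 0, so that under at least 1 of them no shift was left. With an estimated correlation none of the 4 passed 0.05, with adjusted p of 0.203, 0.178, 0.305 and 0.335 by camera. The time of day of the LDR samples as a cause of genes changed at LDR alone was tested at LDR 4.45 Gy, where the clock list had a median of -0.03 with members from -0.80 to 0.68. Members that move both ways decide nothing, so the time of day cannot be told apart from an effect of LDR. No other explanation was tested for these lists.

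Genes of red blood cell precursors, not among the processes of the paper, were higher at acute 4.45 Gy than at 0 Gy. The median of the erythroid list was 0.83 with 12 of 12 genes higher and 5 of 5 donors in this direction (adjusted p 1.14e-05 by camera, 0.044 by fry and 0.258 under an estimated correlation). Without replicate 5 it was 0.73 and no longer past 0.05. Less complete removal of globin RNA would raise the globin genes alone. The 8 other genes were higher as well, 8 of 8 with a median of 0.83, against 0.81 for the 4 globins, which argues against it. The slide cannot be told apart from the dose: with slide and replicate number in one fit of all 35 arrays, the median was 0.62 and not past 0.05 (fry, unadjusted p 0.0873). An effect of acute radiation on red cell precursors or their RNA stays open and was not tested further.

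For B cell and NK cell genes, the difference between LDR and acute exposure was larger at 4.45 Gy than at 0.56 Gy. The change in this difference was 0.34 for B cell genes (adjusted p 5.18e-08 by camera and 0.00749 by fry) and 0.54 for NK cell genes (1.56e-09 and 0.0495), in 5 of 5 donors each. At 0.56 and 2.23 Gy the lists differed between LDR and acute exposure by -0.11 and 0.03 (B cells) and by -0.13 and 0.03 (NK cells). At acute 4.45 Gy the B cell genes changed by -2.47 to -0.23 and the NK cell genes by -2.52 to -0.48. The donors ranked the genes alike, with Kendall's W of 0.69 and 0.66 and a permutation p of 1e-05, the smallest that the permutations can give. Genes of a list that other cells express too, or that belong to subsets of the cells, would be ranked alike under loss of cells as well. Loss of B and NK cells after the higher acute dose and lower expression in the cells that remain therefore cannot be told apart, and both stay open. A larger share of RNA from monocytes or red cells would lower T cell genes as far. These changed by -0.09 at acute 4.45 Gy, against -0.87 for B cell genes, so that it is argued against as the whole cause. The slide was not excluded: with the slide as a block, the set tests no longer passed 0.05 for either list at acute 4.45 Gy, with medians of -0.93 and -1.36.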

How the results depend on the processing

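The fits of all 35 arrays with slide and replicate number or with the scan day, and leaving out all arrays of a slide, were chosen only after the results were seen. The other alternatives were planned.

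The counts followed here were 13: the genes changed in each comparison, the overlap at 4.45 Gy and the groups by dose rate. Up and down regulated genes were not counted apart among them. None of the 13 moved by more than 1.5 times under 75th percentile scaling, quantile normalization or dim spots as missing values. The same held for the t-test of the methods, all probes and the authors' log2 values. Of 240 values for counts under 19 alternatives, 126 stayed within 1.5 times and 114 moved. Of 37 values for the shares of lower dose genes, 29 stayed and 8 moved. For the named genes, 1658 of 1878 values kept their direction and their side of p below 0.001, 154 lost the call, 45 gained it and 21 changed direction. For the lists the corresponding numbers were 889 of 1045, 91, 37 and 28. The glycolysis list between LDR and acute 4.45 Gy and the p53 target list at the 3 LDR doses kept direction and call under all alternatives. The correlations with qRT-PCR stayed between 0.84 and 0.90 for LDR and 0.87 and 0.93 for acute 4.45 Gy.

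Without the replicate block, a fit that ignores the paired donors, the numbers were 21, 59 and 92 genes for LDR 0.56, 2.23 and 4.45 Gy against 0 Gy, 26, 71 and 113 for acute exposure, and 8, 5 and 2 for LDR against acute exposure at 4.45, 2.23 and 0.56 Gy. The overlap at 4.45 Gy was 67 genes, and 3 and 1 genes changed by LDR only and acute exposure only. Differences between donors then count as noise. With all 35 arrays in one fit the numbers, in the same order, were 163, 587 and 971, 95, 401 and 971, and 541, 171 and 69, with an overlap of 456, 318 genes changed by both dose rates, 136 by LDR only and 104 by acute exposure only, and a share of lower dose acute genes of 96.0%. More arrays then estimate the noise of each gene. With the scan day in this fit they were 172, 479 and 946, 102, 467 and 949, and 504, 150 and 65, with 425, 298, 132 and 97 in those groups.

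With slide and replicate number in one fit of all 35 arrays, 101, 362 and 679 genes changed after acute exposure and 51 differed between LDR and acute 2.23 Gy. The overlap was 212, with 155 genes changed by both and 29 by acute exposure only, and the share for LDR was 77.6%. With the slide as a block beside the replicate number, 31, 48 and 40 genes changed after acute exposure, with an overlap of 31 and a share of 52.6% for acute exposure. This last model could not be fitted for LDR 0.56 Gy against 0 Gy, for LDR against acute exposure at any dose, or for results that need these. The cause of the changes under slide was not tested.

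Normexp correction gave 78 and 33 genes for LDR 0.56 and 2.23 Gy, 13 for acute 2.23 Gy, 199 and 149 between the dose rates at 4.45 and 0.56 Gy, and 38 changed by acute exposure only, with shares of 44.4% (LDR) and 96.4% (acute). The share of up regulated genes moved from 84.0% to 71.8% (56 up, 22 down) for LDR 0.56 Gy, from 82.2% to 100% (13 up) for acute 2.23 Gy, from 54.7% to 40.7% (81 up, 118 down) for LDR against acute 4.45 Gy and from 42.9% to 14.3% (3 up, 18 down) for 2.23 Gy. Quantile normalization moved it from 33.3% to 16.7% (4 up, 20 down) for LDR against acute 0.56 Gy. The median of all genes at acute 2.23 Gy was 0.13 under normexp correction and 0.03 otherwise. Without the filter on low variation, when more genes are tested, 217 and 374 genes changed at LDR 2.23 and 4.45 Gy, 220, 25 and 46 differed between the dose rates at 4.45, 2.23 and 0.56 Gy, 24 changed by acute exposure only, and the acute share was 81.8%. With detection on every array, 185 genes differed between LDR and acute 4.45 Gy, 36 changed by LDR only and 27 by acute exposure only, and the acute share was 96.0%. The cause of the changes under normexp correction and detection was not tested.

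With 1 replicate left out, which leaves fewer arrays, the numbers ranged from 28 to 52, 68 to 109 and 107 to 168 for LDR, from 29 to 41, 73 to 102 and 222 to 330 for acute exposure, and from 36 to 96, 4 to 19 and 13 to 31 between the dose rates at 4.45, 2.23 and 0.56 Gy. The overlap was 68 to 91 genes, with 40 to 60 changed by both dose rates, 5 to 11 by LDR only and 0 to 9 by acute exposure only. The shares ranged from 55.9% to 72.2% for LDR and 87.7% to 90.8% for acute exposure. The correlations were 0.89 to 0.90 and 0.92 to 0.93. The classifiers were correct for 85.7% to 100% (0 Gy, acute and LDR), 91.7% to 100% (acute and LDR), and for the dose 87.5% to 100% (acute), 85.7% to 92.9% (all arrays) and 87.5% to 100% (LDR).

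Of 70 values for classifiers, 62 stayed within the spread and 8 moved. The support vector machine was correct for 100% of arrays for 0 Gy, acute and LDR. Under normexp correction the dose was correct for 71.4% of all arrays and 80.0% of the 0 Gy and LDR arrays. With all arrays of a slide left out, 77.1% (0 Gy, acute and LDR), 93.3% (acute and LDR), and for the dose 85.0% (acute), 88.6% (all) and 100% (LDR) were correct.

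No value that changed direction under an alternative had passed its threshold before. At acute 4.45 Gy, DUSP3 was -0.03 and RBM3 -0.03 under 75th percentile scaling, and DUSP3 was -0.03, RBM3 -0.05, the cold response list -0.04 and the heat shock list -0.01 under quantile normalization, where the hypoxia list without glycolysis genes at acute 2.23 Gy was -0.02. Under normexp correction, ID1 at acute 0.56 Gy was 0.02, RBM3 at LDR 0.56 Gy -0.04, the heat shock list at LDR 4.45 Gy 0.04, and at acute 2.23 Gy the glycolysis list was -0.23, the hypoxia list -0.24 and the hypoxia list without glycolysis genes -0.27. Between LDR and acute 4.45 Gy, ID2 was -0.06 with all probes and with detection on every array, the chemokine list 0.04 with dim spots as missing, 0.09 with detection on every array and 0.03 with the authors' values, and the T cell list 0.03 with the authors' values. With the scan day, RBM3 and the cold response list at acute 4.45 Gy were -0.05 and -0.01, the monocyte list at LDR 4.45 Gy 0.13, and the chemokine list between the dose rates 0.32.

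With slide and replicate number in one fit, AEN and ID2 between LDR and acute 4.45 Gy were -0.16 and -0.06, ID2 at LDR 4.45 Gy -0.05, and RBM3 -0.25 at LDR 0.56 Gy, -0.06 at LDR 2.23 Gy and -0.25 at acute 4.45 Gy. In this fit the clock and cold response lists were -0.03 and -0.03 at acute 4.45 Gy, and the heat shock and monocyte lists 0.08 and 0.03 at LDR 4.45 Gy. With the slide as a block, RBM3, the clock list and the cold response list at acute 4.45 Gy were -0.40, -0.03 and -0.12. With 1 replicate left out, the ranges that cross 0 were -0.15 (without replicate 4) to 0.17 for RBM3 at acute 4.45 Gy, with -0.05 without replicate 2, -0.07 (without replicate 5) to 0.05 for DUSP3 at acute 4.45 Gy, -0.10 to 0.01 (without replicate 3) for ID1 at acute 0.56 Gy and -0.06 (without replicate 1) to 0.15 for ID1 at acute 2.23 Gy. They were -0.08 (without replicate 4) to 0.09 for the cold response list at acute 4.45 Gy and -0.17 to 0.14 (without replicate 2) for the monocyte list at LDR 4.45 Gy, with 0.05 without replicate 4. Between LDR and acute 4.45 Gy they were -0.06 to 0.05 (without replicate 2) for the T cell list, with 0.01 without replicate 1, and -0.25 to 0.29 (without replicate 2) for the chemokine list, with 0.08 and 0.13 without replicates 3 and 4. The cause of these changes was not tested.

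Between 64.5% and 74.9% of the spots of an array were well above background, so that genes whose probes lay below it on many arrays were not tested.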

Differences from the paper's values

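The tests named below as added, with slide and replicate number or with the scan day in one fit of all 35 arrays, were chosen only after the results were seen, as was LIG1. Values here are from limma with the replicate block unless a setting is named, and the alternatives counted are those set before the data were examined. A value is called near the paper's when the larger of the 2 is at most 1.5 times the smaller, and apart from it otherwise.

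The fold changes of Additional file 2 are close to those here and its p-values are lower. Of the genes that it lists and whose probe was tested here, the fold change was within 1% of the paper's for 60 of 70 at LDR 0.56 Gy, 184 of 213 at LDR 2.23 Gy, 312 of 352 at LDR 4.45 Gy, 60 of 64 at acute 0.56 Gy, 184 of 205 at acute 2.23 Gy, 494 of 564 at acute 4.45 Gy and 179 of 195 between LDR and acute 4.45 Gy. In the same order, the median of the paper's p divided by the limma p here was 0.413, 0.456, 0.431, 0.482, 0.435, 0.493 and 0.410, and the numbers of these genes past 0.001 here were 45, 128, 226, 48, 128, 409 and 104. Genes listed by the paper were chosen by its p, which can lower these medians. Among those also past 0.001 here they were 0.444, 0.511, 0.457, 0.487, 0.481, 0.508 and 0.458.

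The paper gives 22 genes down regulated at LDR 0.56 Gy in Table 1, and 8 were found here. Of 15 alternatives, 3 gave values near the paper's: normexp correction 22, no filter on low variation 16 and without replicate 3 15. The other 12 did not, from 0 without the replicate block to 56 with all 35 arrays in one fit. At acute 0.56 Gy, the paper gives 10 down regulated genes, and there were 4 here. All 35 arrays in one fit gave 7 and no filter on low variation 12, and the other 14 of 16 alternatives stayed apart from the paper's value. The added fits gave 14 with slide and 8 with scan day, both chosen after seeing the values.

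At LDR 2.23 Gy the paper has 213 genes, 134 of them up and 79 down regulated, with a false discovery rate of 0.06. Here there were 133 genes, 89 up and 44 down, and the largest adjusted p among them was 0.0901 (limma). Of 17 alternatives, the total came near the paper's under 4: no filter on low variation 217, detection on every array 148, all probes 153 and slide as a block 145. For up regulated genes 3 of 16 did: no filter on low variation 141, detection on every array 95 and slide as a block 96. For down regulated genes 2 of 16 did: no filter on low variation 76 and detection on every array 53. For the false discovery rate 5 of 16 did: 75th percentile scaling 0.0894, quantile normalization 0.0831, detection on every array 0.0463, dim spots as missing 0.0896 and slide as a block 0.0829. The other alternatives stayed apart from the paper's values. The fit with slide and replicate number, added after seeing the values, gave 197 genes, 144 up and 53 down, with 0.0609.

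At LDR 4.45 Gy the paper gives 118 down regulated genes and a false discovery rate of 0.03. The values here were 70 genes and 0.0485. No filter on low variation gave 118 genes and detection on every array 80 genes, and the other 14 of 16 alternatives did not come near. For the false discovery rate only detection on every array, at 0.0264, did, and the other 15 of 16 did not. The added fit with slide and replicate number, chosen after seeing the values, gave 89 genes and 0.0383.

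For acute 2.23 Gy the paper gives 205 genes, 55 of them down regulated, and here there were 135, with 24 down regulated. The total came near under quantile normalization (139), no filter on low variation (202), detection on every array (147) and all probes (156), and stayed apart under the other 13 of 17 alternatives. For down regulated genes, no filter on low variation gave 54, and the other 15 of 16 stayed apart.

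Between LDR and acute 4.45 Gy, the paper gives 243 genes, 116 up and 127 down regulated, and here 117 genes differed, 64 up and 53 down. Only 195 of the paper's 243 genes had their probe among those tested here, so part of the gap lies in which probes were tested. The total came near under normexp correction (199), no filter on low variation (220) and detection on every array (185), and not under the other 13 of 16. Up regulated genes did under normexp correction (81) and no filter on low variation (110) and not under the other 13 of 15, and down regulated genes under normexp correction (118), no filter on low variation (110) and detection on every array (109) and not under the other 12 of 15. With slide and replicate number, added after seeing the values, 81 genes were up regulated.

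The classifier of acute and LDR arrays holds 62 probes in the paper and 39 here. Of the paper's 62 probes, 48 were among those tested here. No filter on low variation gave 69 and leaving out replicate 3 gave 65, and the other 10 of 12 alternatives stayed apart, from 5 under normexp correction to 116 with the other threshold.

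For LIG1, Additional file 4 gives the paper's mean array fold changes as 1.20 at LDR 2.23 Gy, 1.07 at LDR 4.45 Gy, 1.09 at acute 2.23 Gy and 0.97 at acute 4.45 Gy, with SEM of 0.132, 0.149, 0.193 and 0.0928. The mean of the donors' fold changes here was 1.97, 1.85, 1.99 and 2.35. Normexp correction gave 1.60 at LDR 2.23 Gy and 1.52 at acute 2.23 Gy, which came within 1.5 times of the paper's values, and the other 16 of 17 alternatives stayed apart at these doses. At 4.45 Gy all 17 stayed apart at both dose rates. The paper's Additional file 2 gives LIG1 other fold changes, 1.97 at LDR 2.23 Gy, 1.85 at LDR 4.45 Gy, 1.98 at acute 2.23 Gy and 2.35 at acute 4.45 Gy, and these are equal to the fold changes of LIG1 from limma here.

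In the paper DUSP3 and ID1 are past the threshold of the methods at LDR 0.56 Gy. Here the unadjusted p was 0.00348 and 0.00726 (limma), and it passed with all 35 arrays in one fit (3.92e-05 and 0.000323) and with the added scan day, chosen after seeing the values (0.000114 and 0.000937). The paper counts POLH among the genes changed at LDR 0.56 Gy. Its unadjusted p here was 0.00125. It passed under 75th percentile scaling (0.000837), quantile normalization (0.00097), all 35 arrays in one fit (4.7e-06), all probes (2e-04), no filter on low variation (0.00055) and detection on every array (0.000381), and under the fits added after seeing the values, with scan day (6.43e-06) and slide (0.000346).

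The paper presents RBM3 as up regulated and DUSP3 as down regulated by LDR alone, E2F5 as down regulated by both dose rates, and LDHA among the genes that differ between the dose rates. At LDR 4.45 Gy against 0 Gy the unadjusted p was 0.00134 for RBM3, 0.0267 for DUSP3 and 0.0139 for E2F5 (limma). DUSP3 and E2F5 passed 0.001 under no setting tried, and RBM3 did with all 35 arrays in one fit (4.75e-07), no filter on low variation (0.000934), normexp correction (1.25e-05), detection on every array (0.000452), without replicate 1 (0.000936) and, added after seeing the values, with the scan day (4.55e-06). LDHA had 0.00119 between LDR and acute 4.45 Gy. It passed under 75th percentile scaling (0.000929), all 35 arrays in one fit (0.000472), all probes (0.000873), no filter on low variation (0.000555), normexp correction (0.000333), detection on every array (0.000364) and without replicate 1 (0.000916). The text of the paper names ID2 among the genes lowered by LDR where Fig. 3d shows ID1. ID2 changed by 0.20 at LDR 4.45 Gy, and by -0.05 with slide and replicate number, added after seeing the values.

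At the lower doses the paper has more genes after LDR than after acute exposure. Here there were 50 and 54 genes at 0.56 Gy and 133 and 135 at 2.23 Gy. LDR had more genes at both doses with all 35 arrays in one fit (163 and 95, 587 and 401), under normexp correction (78 and 54, 33 and 13), without replicate 3 (52 and 34, 85 and 84) and, chosen after seeing the values, with the scan day (172 and 102, 479 and 467).

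The paper finds NK cell activation and chemokine signaling after acute 4.45 Gy and not after LDR, and pyrimidine metabolism after LDR and not after acute exposure, by tests of ontology terms on called genes. The lists tested here are other sets. NK cell genes had a median log2 fold change of -0.56 after LDR 4.45 Gy (adjusted p 8.93e-12 by camera and 0.0146 by fry), all 17 lower, and were not past 0.05 without the replicate block. Cytidine deaminase genes had 0.62 after acute 4.45 Gy (1.19e-06 and 0.000182), 7 of 8 higher. Chemokine genes had 0.32 after acute 4.45 Gy (0.242 and 0.0877) with 15 of 23 higher, and passed 0.05 under no setting there. Both set tests look for a shift in a common direction, and the chemokine genes moved both ways. They therefore do not decide on the paper's result, which did not depend on a common direction. Adjusted over the list alone, more chemokine genes passed 0.05 after acute 4.45 Gy than after LDR 4.45 Gy (limma).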

Other observations

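The tests of temperature, time of day and oxygen were set up before their results were seen, and those of the slide, the incubator in the classifier and the splits below were chosen only after.

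Among the 16 ways to exchange conditions within donors that part all 5 pairs of arrays, 1 gave as many genes as the real grouping, which was the real grouping itself, in each of the 9 comparisons. With 16 splits the share cannot fall below 0.05, so chance cannot be excluded by this count. The next largest numbers among the other 15 splits were 16, 8 and 33 genes for LDR 0.56, 2.23 and 4.45 Gy against 0 Gy, 15, 11 and 10 for acute exposure, and 19, 5 and 14 for LDR against acute exposure at 4.45, 2.23 and 0.56 Gy. For the glycolysis list between LDR and acute 4.45 Gy and for the p53 target list at the 3 LDR doses, 1 of 16 splits was as large as well, with next largest medians of 0.42, 0.62, 0.98 and 1.09 in size. Splits that part 3 or 1 of the pairs mix donors with conditions and gave up to 133 and 186 genes. For the overlaps and rules that need 3 conditions, the labels were regrouped within donors 100 times, the real grouping included. In each of the 6 results 1 of 100 regroupings, the real one, was as large, which argues against chance. The next largest were 1 gene for the overlap of LDR and acute 4.45 Gy, 7 and 8 genes of the lower doses also changed at 4.45 Gy (LDR and acute), and 1, 14 and 2 genes for those changed by both dose rates, by LDR only and by acute exposure only.

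For each of the 5 classifiers, 1 of 100 regroupings of the labels within donors, the real one, was as accurate as the real labels. An array counted as wrong when no probe passed the threshold in its fold, which lowers the accuracy of regrouped labels. Their median accuracy was 0.0% to 2.9%, below guessing. These accuracies are therefore no baseline for guessing, and the count shows only that no other regrouping tried reached the real labels. The highest accuracy among the others was 57.1% for 0 Gy, acute and LDR, 76.7% for acute and LDR, and 65.0%, 42.9% and 60.0% for the dose on 0 Gy and acute arrays, all arrays, and 0 Gy and LDR arrays. The slide as the whole cause of the separation of acute and LDR arrays is argued against, since 93.3% were correct with all arrays of their slide left out of the training. The incubator of the LDR samples cannot be told apart from the dose rate, since the LDR samples were in it and the acute samples were not. Of the 36 genes chosen for this classifier, 8 belong to the hypoxia or glycolysis lists: NDRG1, PFKP, SLC2A1, GPI, PFKFB3, HK2, EGLN3 and BNIP3.

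RBM3 and CIRBP, which respond to low temperature, were 1.17 and 1.01 above 0 Gy at LDR 4.45 Gy (log2). The list of 4 cold response genes had a median of 0.51 there (2 genes higher and 2 lower; adjusted p 0.180 by camera and 0.111 by fry) and of 0.15 and 0.23 at LDR 0.56 and 2.23 Gy. After acute exposure the medians were 0.06, 0.07 and 0.03 from the lowest dose to the highest. Between the dose rates the median was 0.40 at 4.45 Gy, 0.21 at 2.23 Gy and 0.00 at 0.56 Gy. The difference between LDR and acute exposure at 4.45 Gy less that at 0.56 Gy was 0.51, in 5 of 5 donors, with an adjusted p of 0.0495 by fry and 0.301 by camera. A lower temperature in the incubator of the LDR samples may raise such genes. The other 3 genes of the list had a median of 0.00 at LDR 4.45 Gy, from -0.28 for SLC5A3 to 1.01 for CIRBP, so this test leaves temperature open, and it cannot be told apart from an effect of LDR on these samples. The slide cannot be told apart for RBM3 either: with slide and replicate number in one fit of all 35 arrays it was 0.59 above 0 Gy, with an unadjusted p of 0.0309 (limma). An effect of the low dose rate itself stays open.

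The slide as the whole cause of the genes changed by LDR only was tested, with a result that is weak evidence against it. With slide and replicate number in one fit of all 35 arrays, 18 of the 22 genes kept an unadjusted p below 0.05 and their direction between LDR and acute 4.45 Gy. The genes had been chosen for this difference on the same arrays at p below 0.001, which favours keeping it, so the slide was not excluded. A change in the incubator, such as the oxygen supply tested with the hypoxia genes outside glycolysis (-0.58), may account for part of these genes and was not excluded.

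The remaining lists gave these values. The monocyte list had medians of -0.16, -0.10 and -0.01 at LDR 0.56, 2.23 and 4.45 Gy and of 0.16, 0.35 and 0.40 after acute exposure, with an adjusted p of 0.000871 by camera and 0.0965 by fry at acute 4.45 Gy (10 of 11 genes higher). Between the dose rates it was -0.26, -0.40 and -0.39. The erythroid list was at -0.15, -0.18 and -0.24 for LDR and at -0.06 and 0.35 for acute 0.56 and 2.23 Gy, and between the dose rates at -0.12, -0.59 and -1.09, where the last had an adjusted p of 0.000233 by camera and 0.103 by fry (11 of 12 lower). The difference between the dose rates at 4.45 Gy less that at 0.56 Gy was -0.84 for the erythroid list, in 4 of 5 donors (adjusted p 0.000608 by camera and 0.161 by fry). The T cell list was at -0.09, -0.05 and -0.17 for LDR, at 0.05 and -0.07 for acute 0.56 and 2.23 Gy, and at -0.18, -0.03 and -0.01 between the dose rates. The heat shock list was at -0.06, 0.07 and -0.12 for LDR, at 0.06, 0.09 and 0.04 for acute exposure, and at -0.03 and -0.15 between the dose rates at 2.23 and 4.45 Gy. The clock list was at 0.00 for LDR 0.56 Gy, at 0.00, -0.01 and 0.09 for acute exposure, and at -0.10 and -0.07 between the dose rates at 0.56 and 4.45 Gy. The hypoxia list without glycolysis genes was at -0.58, -0.70 and -0.36 for LDR, at 0.07, 0.04 and 0.17 for acute exposure, and at -0.73 and -0.78 between the dose rates at 0.56 and 2.23 Gy.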
